# lncRNAs Are Involved in Sevoflurane Anesthesia-Related Brain Function Modulation through Affecting Mitochondrial Function and Aging Process

**DOI:** 10.1155/2020/8841511

**Published:** 2020-12-05

**Authors:** Yinyin Qu, Hongyi Li, Chengmei Shi, Min Qian, Ning Yang, Liwei Wang, Xingyu Gao, Cheng Ni

## Abstract

Long noncoding RNAs (lncRNAs) play important roles in brain function modulation and neurodegenerative diseases. However, whether lncRNA regulations are involved in the mechanisms of perioperative neurocognitive disorders, especially in anesthesia-related brain dysfunction, remain unknown. Therefore, we explored the expression and regulation pattern profiles of lncRNAs in the hippocampus of aged rats after sevoflurane anesthesia. Three lncRNAs and 772 protein-coding genes were identified by microarray analysis and evidenced by in vitro and in vivo experiments as differentially expressed. Functional annotation and differentially expressed- (DE-) lncRNA-mRNA coexpression networks reveal that DE-lncRNAs are associated with mitochondrial dysfunction and oxidative stress, aging-related metabolism alterations, DNA damage, and apoptosis, as well as neurodegenerative features during sevoflurane anesthesia. These results suggest that lncRNAs play roles in general anesthesia-related brain function modulation during the perioperative context and provide insights into the lncRNA-related modulation mechanisms and targets.

## 1. Introduction

Every year, 66 million senior patients aged 65 and above undergo anesthesia and surgery all around the world, including 8.5 million patients with Alzheimer's disease (AD) [1]. Up to 40% of these patients may suffer from perioperative neurocognitive disorders (PND) [2], which include postoperative delirium (POD) and postoperative cognitive dysfunction (POCD) [3]. Increasing age, preoperative cognitive impairment, surgical trauma, and anesthesia may propose the onset of PND [2, 4–6]. Aging and related neurodegenerations have features of neuroinflammation and mitochondrial dysfunction, even amyloid plaques and neurofibrillary tangles, which damage the neural processes necessary for cognition [7, 8]. Surgery/anesthesia exposures contribute to the neuropathologic changes and cognitive decline in aged models [9]. Ours and related researches have indicated that inhaled general anesthesia is etiologically implicated in cognitive impairment in the aged brain [10, 11]. During the process, microglial inflammation [12], mitochondrial function deficits [13], and hippocampal synaptic plasticity modulation [14] could be the contributing pathological factors. However, the role of epigenetic modulation during general anesthesia-related brain function alterations remains unknown.

Long noncoding RNAs (lncRNAs) are noncoding RNAs with more than 200 nucleotides, which involve multiple epigenetic modulations. Increasing evidence suggests that lncRNAs play significant roles in the regulation of tissue homeostasis, oxidative stress, and metabolism [15, 16]. In the central nervous system (CNS), the fundamental roles of lncRNAs in various neurodegenerations are also becoming evident; representatives include *BACE1-AS*, *NEAT1_2*, and *Meg3*. These lncRNAs exert their regulation effect through various mechanisms such as interacting with mRNA (*BACE1-AS*) [17], binding to RNA-binding proteins (*NEAT1_2*) [18], or working as competing endogenous RNAs (*Meg3*) [19]. However, whether lncRNA regulations are involved in the mechanisms of PND, especially in general anesthesia-related brain function modulation, remain to be elucidated. Identification of candidate lncRNAs could provide insights into the mechanisms of the effects of anesthesia and efficient diagnostic strategies. Therefore, we focused on lncRNA and gene expression patterns in the hippocampus of aged rats after sevoflurane anesthesia. And we established functional annotation of differentially expressed- (DE-) lncRNAs and their potential target genes, as well as lncRNA-mRNA coexpression network to reveal the role of lncRNAs in sevoflurane anesthesia-related brain function modulation.

## 2. Materials and Methods

### 2.1. Animals and Anesthesia

The experiments were performed in accordance with the guide for the care and use of laboratory animals, and the protocol was approved by the Peking University Biomedical Ethics Committee Experimental Animal Ethics Branch (No. LA201412). As previously study described [20], adult male Sprague-Dawley rats, 18-month old, weighing between 550 and 600 g were used. The rats were maintained under standard housing conditions for 2 weeks before the experiment. Food and water were provided ad libitum. The rats were randomly assigned to the sevoflurane anesthesia or control group. For whole transcriptome microarray analysis, there were 3 rats in each group. For qPCR and other experiments, there were 6 rats or 6 cell samples in each group. Previous studies revealed that the minimum alveolar concentration (MAC) of sevoflurane for rats was between 2.4-2.7% [21]. In our study, rats in the sevoflurane anesthesia group received 2.5% sevoflurane in 100% oxygen for 4 hours in an anesthetizing chamber, and the control group received 100% oxygen at an identical flow rate for 4 h in an identical chamber. Sevoflurane and oxygen concentrations were monitored continuously (Datex, Tewksbury, MA, USA). The rats were breathing spontaneously at a stable ambient temperature. The rectal temperatures of the animals were maintained at 37 ± 0.5°C. This anesthesia protocol has been shown not to significantly alter the values of blood pressure and blood gas in the preliminary studies [20]. Anesthesia was terminated by discontinuing sevoflurane and placing animals in a chamber containing 100% oxygen until 20 minutes after the recovery of consciousness. The animals were then returned to individual home cages until sacrifice. Rats were sacrificed by decapitation. The brain tissues were removed rapidly, and the hippocampus was dissected out and frozen in liquid nitrogen.

### 2.2. Cell Culture and Treatments

C6 rat glioma cells (CLS Cat# 500142/p672_C6, RRID:CVCL_0194) were used in the studies. The cells were cultured in 6-well plates and grown at 37°C in an incubator with a humidified atmosphere with 5% CO_2_ in F-12K medium (Gibco™, Thermo Fisher Scientific, Waltham, MA, USA) as described in our previous study [22]. The medium was supplemented with 2.5% fetal bovine serum, 15% horse serum, 100 U/ml penicillin, and 100 *μ*g/ml streptomycin. S-100 production increases ten folds as cells grow from low density to confluency, which could induce abnormal gene expression regulation in the cells. As a result, about 18 h after seeding, we treated the cells when they reach approximately 70% confluency. The cells were randomly assigned to a treatment or control group. In the treatment group, the cells were treated in a sealed plastic box in a 37°C incubator, with 4.1% sevoflurane plus 21% O_2_ and 5% CO_2_, delivered from an anesthesia machine for 4 h as described by Dong et al. [23]. The cells in the control group received vehicle gas under the same condition in the absence of sevoflurane. A Datex-infrared gas analyzer (Puritan-Bennett, Tewksbury, MA) was used to continuously monitor the delivered concentrations of carbon dioxide, oxygen, and sevoflurane. Then, the cells were harvested and frozen in liquid nitrogen.

### 2.3. RNA Extraction and Quantification

Total RNAs were isolated from the hippocampi and cells using TRIzol reagent (Invitrogen, Carlsbad, CA), then digested with RNase-Free DNase to remove residual DNAs. The RNA concentrations were analyzed using the Nanodrop 2000 (Thermo Fisher Scientific), then total RNA (2 *μ*g) was reverse-transcribed using the GoScript™ Reverse Transcription System (Promega).

### 2.4. Quantitative Real-Time PCR (qRT-PCR)

We performed qRT-PCR in a total reaction volume of 10 *μ*l, including PowerUp SYBR® Green master mix (Thermo Fisher Scientific), 10 *μ*M PCR forward and reverse primers (Invitrogen, Carlsbad, CA, USA), and approximately 1.5 *μ*l of cDNA template on CFX96 Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) according to the manufacturer's instructions. Primer sequences were obtained from the literature and checked for their specificity through in silico PCR. The forward and reverse primers of TC0900001760.rn.1 (NONCODE GENE ID: NONMMUG000308, Location Ch9: 36497845-9813) were 5′-AGCCCCAAAGTAAGACATTT-3′ and 5′-CCCCTTGAGATCACAATCAA-3′, of TC1300001223.rn.1 (NONCODE GENE ID: NONMMUG001518, Location Ch13: 28298352-300631) were 5′-TGGTAACCAACTACTTTCGG-3′ and 5′-AAACATGAGTGGAAGAGGTC-3′, of TC1800000859.rn.1 (NONCODE GENE ID: NONMMUG020388, Location Ch18: 73630496-1258) were 5′-CTCCATTCTCTTACTTGAC-3′ and 5′-CAGAGTGTACTAGGAAGCTC-3′, and of TC1400000903.rn.1 (NONCODE GENE ID: NONMMUG005150, Location Ch14: 84503818-11796) were 5′-GACTCATTCCAGCACAGTTA-3′ and 5′-CTTGAGGGAGAATAGCAGTC-3′ (These probe sets were designated according to mouse genes and located through sequence similarity alignment in rat genome). The forward and reverse primers of *Hif3a* were 5′-CACATGGACTGGGACCAAGACAGG-3′ and 5′-GTGTAGGCTGCTGGTGTGGAGTGT-3′, of *Prkcd* were 5′-CCATCTCATCTGTACCTTCC-3′ and 5′-CCATCCTTGTCCAGCATTA-3′, and of *Nfe2l2* were 5′-GCACATCCAGACAGACACCA-3′ and 5′-GGCTGGGAATATCCAGGGCA-3′. Amplification was carried out with an initial denaturation step at 95°C for 2 min, followed by 45 cycles of 95°C for 10 s, 55°C for 30 s, and 60°C for 30 s, then a final extension at 65°C for 2 min in 10 *μ*l reaction volume. After amplification, a melt curve was performed to make sure that none of the nonspecific products such as primer dimers were amplified. All reactions were run in duplicate, and the results were averaged from 6 independent studies. qPCR was quantified in two steps, firstly, *Actb* (*β*-actin) levels were used to normalize target gene levels (ΔCycle threshold (ΔCt) = Ct_target gene_–Ct_Actb_, target gene level = 2^−ΔCt^). Beta-actin was chosen as an internal control because previous studies confirmed that it was one of the most stable genes in the hippocampus of rats [24]. It also acts as a reliable endogenous control and has been widely used in the context of sevoflurane anesthesia in aged rats [25, 26]. Secondly, the target gene levels of the sevoflurane group were presented as the percentage of those of the control group, and 100% of the target gene levels referred to the control levels.

### 2.5. Affymetrix Whole Transcriptome Microarray Analysis and Functional Annotation

Whole transcriptome microarray analysis was performed using Clariom™ D Pico Assay, previously known as GeneChip™ Rat Transcriptome Array 1.0 (Affymetrix, Santa Clara, CA, https://www.thermofisher.com/order/catalog/product/902666). This array has a full coverage of the transcribed genome, including both coding and noncoding splicing variants. Briefly, isolated RNA (100 ng) was mixed with 1.5 *μ*l of Poly-A RNA control solution and subjected to reverse transcription. The obtained cDNA was used for in vitro transcription to prepare antisense RNA (aRNA) by incubation at 40°C for 16 h. Then, the aRNA was applied for the second round of sense cDNA synthesis using the WT Expression kit (Ambion, Austin, TX). The obtained cDNA was used for biotin labeling and fragmentation by Affymetrix GeneChip® WT Terminal Labeling and Hybridization. Biotin-labeled fragments of cDNA (5.5 *μ*g) were hybridized to the Affymetrix® Rat Transcriptome Array Strip (45°C/24 h), and up to 25 unique probes sequences were hybridized to a single transcript. Following hybridization, each array strip was washed and stained using the Fluidics Station of GeneChip® Scanner 3000 7G system (Affymetrix, Santa Clara, CA). The array strips were scanned using the Imaging Station of the GeneChip® Scanner 3000 7G system.

### 2.6. Mitochondrial Preparation

Tissue mitochondrial isolation kit (Beyotime Biotech, Shanghai, China) was used for mitochondrial preparation. The hippocampus was dissected out 3 h after anesthesia and placed in a freshly prepared cold mannitol solution encompassing 10 mM HEPES-potassium hydroxide, 70 mM sucrose, 0.1% (*w*/*v*) BSA, 200 mM d-mannitol, and 1 mM EDTA at pH of 7.4. Then, it was homogenized, the broken cell debris and nuclei were sedimentated by centrifugation at 600 × g and 4°C for 5 min, and the supernatant was carried out after centrifugation at 10,000 × g and 4°C for 10 min. The resulting mitochondrial pellets were suspended in the mannitol solution.

### 2.7. Reactive Oxygen Species (ROS) Assay

A ROS assay kit (Beyotime Biotech, Shanghai, China) with fluorescent probe DCFH-DA was used to measure the ROS level in the hippocampal mitochondria. Incubation of the hippocampal mitochondria suspensions (0.5 mg protein/ml) was carried out with 1.6 *μ*M 2′, 7′-dichlorofluorescin diacetate (DCFH-DA) at 37°C for 10 min. The fluorescence was measured with the Perkin Elmer LS-50B Luminescence fluorescence spectrophotometer (California, USA) at the excitation and emission wavelength of 488 and 525 mm, respectively. Then, the mean fluorescence intensities in excitation/emission were quantified and compared.

### 2.8. Mitochondrial Membrane Potential (MMP) Assay

An MMP assay kit (Beyotime Biotech, Shanghai, China) with fluorescent probe JC-1 was used to measure MMP of the hippocampal mitochondria. Incubation of the hippocampal mitochondria suspensions (0.5 mg protein/ml) was carried out with JC-1 reagent at 37°C for 15 min. The red fluorescence was measured at the excitation and emission wavelength of 525 and 590 mm, and green fluorescence was measured at the excitation and emission wavelength of 490 and 530 mm with the Perkin Elmer LS-50B Luminescence fluorescence spectrophotometer. The level of MMP was calculated by the ratio of red fluorescence to green fluorescence.

### 2.9. Statistical Analysis

Statistical analysis was performed with GraphPad Prism 5.0 software (http://graphpad.com, RRID: SCR_002798). The quantitative data are presented as the mean ± SD. In vivo and in vitro PCR validations were displayed with the violin plots, which depict the kernel probability density, and the width of the shaded area shows the proportion of the data located at that expression fold. Unpaired two-tailed Student's *t*-test was used to determine significant difference between the two groups. One-way ANOVA with Bonferroni's multiple comparison test was used to analyze significant differences between multiple groups. *p* < 0.05 was considered significant. The microarray analysis was performed by Expression Console Transcriptome Analysis Console Software. One-way ANOVA was applied. *p* value was adjusted with FDR method (Benjamini-Hochberg procedure). DE-lncRNAs were screened with *p* < 0.05 and ∣fold change | >1.5. Unsupervised two-way hierarchical clustering of DE-lncRNAs was illustrated in the heat map. The significance of GO and KEGG enrichment was calculated by the hypergeometric distribution and Fisher exact test, and a lower *p* value indicated that the specific term was more significantly enriched.

## 3. Results

The aged rats were randomly assigned to sevoflurane and control groups. The sevoflurane group received 4 h sevoflurane anesthesia, and the hippocampus was dissected out 3 h after anesthesia. 

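Hippocampal RNA from 3 sevoflurane-treated and 3 control rats was measured on 6 arrays. The male Sprague-Dawley rats were 18 months old and received 2.5% sevoflurane in 100% oxygen, or 100% oxygen alone, for 4 h, and the tissue was taken 3 h later. The Clariom D Pico array hybridises 1 labelled sample in 1 colour, and a probe set is the group of probes that together measure one transcript cluster. The authors deposited 1 normalized log2 value for each probe set on each array. The submitters' processing notes name Affymetrix Expression Console 1.4.1, RMA (robust multi-array average) and MAS5, without saying which of the methods gave the values. The file holds 70580 probe sets, of which 1738 controls were left out and 68842 were tested. A single gene symbol was given for 23446 of them, several for 505 and none for 44891. Of the probe sets tested, 20412 named 1 protein-coding gene and 47925 named no protein-coding gene. The latter are called noncoding probe sets here, a group that is wider than the lncRNAs of the study because a probe set without a symbol can belong to any transcript. The 2 groups were compared with limma's moderated test, two-sided, and p was adjusted over all probe sets tested by the Benjamini-Hochberg procedure. Because counts at an unadjusted p under 0.05 depend on the test, they are given with that name throughout. For a single probe set, the smallest p that an exact permutation test of 3 arrays against 3 can give is 0.1. The median level of the background control probe sets was between 3.46 and 3.96 on the 6 arrays, and the number of arrays limits the precision of every value. Sevoflurane replicate 1 stood apart from the other arrays. Its log2 values correlated with those of the others at a mean r of 0.986 across probe sets, which are not independent replicates, while the other 5 arrays had mean correlations of 0.991 to 0.993.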

In the hippocampus, 25204 lncRNAs were identified by whole transcriptome microarray analysis (Clariom™ D Pico Assay), which allows transcriptome profiling of both coding and noncoding genes using multiple databases. Since the functions and related mechanisms of lncRNAs could be speculated according to the classification based on the locations relative to protein-coding genes in the genome, the classification of these lncRNAs was analyzed. The results showed that 9654 lncRNAs (38.3%) were intergenic, 3620 lncRNAs (14.4%) were antisense, 3287 lncRNAs (13.0%) were sense no exonic, 50 lncRNAs (0.20%) were exonic, 11 lncRNAs (0.04%) were intronic, and 8582 lncRNAs (34.1%) were others (Figure 1(a)).

The expression level of lncRNAs in the sevoflurane group versus that in the control group was presented as a Bland-Altman plot based on the microarray analysis, and 514 DE-lncRNAs were found and highlighted in red (*p* < 0.05, Figure 2(a)). 

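Of the 47925 noncoding probe sets, 826 differed between the sevoflurane and control groups at an unadjusted p under 0.05 from limma. Chance alone would give about 2396, that is 5% of those tested. Among the 1519 probe sets that name a gene annotated as a lncRNA in RefSeq, 13 passed the same threshold, 6 of them higher and 7 lower after sevoflurane. After Benjamini-Hochberg adjustment no probe set passed, coding or noncoding, and the smallest adjusted p was 0.184 from limma, although 1108 of all 68842 probe sets had an unadjusted p under 0.05. The methods' one-way ANOVA and limma with an intensity trend and robust spread also called 0 after adjustment, and limma with array weights called 23. Single arrays moved the noncoding count by more than 1.5 times. It was 463 without control replicate 1, 452 without control replicate 3, 3181 without sevoflurane replicate 1 and 2027 without sevoflurane replicate 3.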

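Among the noncoding probe sets with an unadjusted p under 0.05 from limma, 356 were higher and 470 were lower after sevoflurane, so 43.1% were higher. This balance turned with centring on the median, which gave 559 higher and 468 lower, and without sevoflurane replicate 2, which gave 478 and 400. It was 225 and 227 without control replicate 3 and 698 and 2483 without sevoflurane replicate 1, and the filter on dim probe sets and array weights, with 21.5% and 24.0% higher, moved the share further down. In the protein-coding probe sets 85.5% of those under the same threshold were higher after sevoflurane, and between 61.8% and 91.7% in the alternatives. Over all probe sets, without choosing them by a group difference, the first principal component held 59.3% of the variance and set sevoflurane replicate 1, at a score of 71.6, apart from the other 5 arrays, which lay between -36.1 and 19.2. The scores of the control arrays were -36.1, 19.2 and -3.37, and those of sevoflurane replicates 2 and 3 were -16.0 and -35.3, so the groups were not separated along this component. Along the second component, with 13% of the variance, the control arrays were at -25.3, -12.3 and -2.71 and the sevoflurane arrays at 6.40, 2.64 and 31.3, which did not overlap. In 3766 probe sets (5.47%) the 3 sevoflurane arrays did not overlap with the 3 control arrays, where chance gives 10%.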

Hierarchical cluster analysis showed a clear distinction in expression values of the DE-lncRNAs, in which 232 lncRNAs were found to be upregulated, and 282 lncRNAs were downregulated in the sevoflurane group (Figure 2(b)). Based on the abovementioned classification based on the genomic locations, the numbers of upregulated lncRNAs belonging to intergenic, antisense, sense no exonic, exonic, intronic, and others categories were 88, 31, 29, 1, 0, and 83, respectively (Figure 1(b)). Meanwhile, the numbers of downregulated lncRNAs that belong to the above six categories were 81, 18, 62, 0, 0, and 121, respectively (Figure 1(c)).

Taking ∣fold change | >1.5 as the cutoff, four lncRNAs were filtered out. Among them, NONMMUG000308, NONMMUG001518, and NONMMUG005150 were upregulated, and NONMMUG020388 was downregulated. These four lncRNAs all fell into the lincRNA category.

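With a fold change over 1.5 added to an unadjusted p under 0.05 from limma, 94 probe sets were left, 60 higher and 34 lower after sevoflurane. Of these, 53 were noncoding, 23 higher and 30 lower, and 41 named a protein-coding gene, 37 higher and 4 lower. These counts take the deposited values without a limit on background, and NONMMUG000308 and NONMMUG001518 are among the noncoding ones. The methods' one-way ANOVA left 44 probe sets at the same thresholds, 16 of them noncoding, 12 higher and 4 lower. The total of 94 became 201 without control replicate 2, 194 without sevoflurane replicate 1, 204 without sevoflurane replicate 2 and 334 without sevoflurane replicate 3. More of them were lower than higher without control replicate 2, with 77 higher and 124 lower, and without sevoflurane replicate 3, with 135 and 199.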

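NONMMUG000308, NONMMUG001518 and NONMMUG005150 were higher and NONMMUG020388 was lower on every sevoflurane array than on every control array. NONMMUG000308, which the paper places on chromosome 9 from 36497845, had a normalized expression (log2) of 3.18 ± 0.08 (SD, n = 3) after sevoflurane and 2.51 ± 0.06 (SD, n = 3) in controls. NONMMUG001518, placed by the paper on chromosome 13 from 28298352, was at 3.26 ± 0.25 (SD, n = 3) and 2.62 ± 0.09 (SD, n = 3). NONMMUG005150, placed on chromosome 14 from 84503818, was at 4.06 ± 0.31 (SD, n = 3) and 3.52 ± 0.14 (SD, n = 3). NONMMUG020388, placed on chromosome 18 from 73630496, was at 6.45 ± 0.22 (SD, n = 3) after sevoflurane and 6.92 ± 0.13 (SD, n = 3) in controls, and the size of its difference was 1.38-fold. The genome build of these positions is not named in the paper's text. The log2 fold change of NONMMUG020388 was -0.47, with a standard error of 0.14. The unadjusted p of the 4 lncRNAs from limma were 0.000178, 0.00202, 0.0104 and 0.00943 in the order given. Each adjusted p over all probe sets was 1. When adjusted over the list alone, the 4 lncRNAs had p of 0.000712, 0.00404, 0.0104 and 0.0104 from limma, which is not independent evidence because the study chose them on these samples. NONMMUG000308 and NONMMUG001518 lay below the median of the background control probe sets on all 6 arrays, and NONMMUG005150 on the 3 control arrays, so no size of difference is given for these 3.

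**Figure D1:**
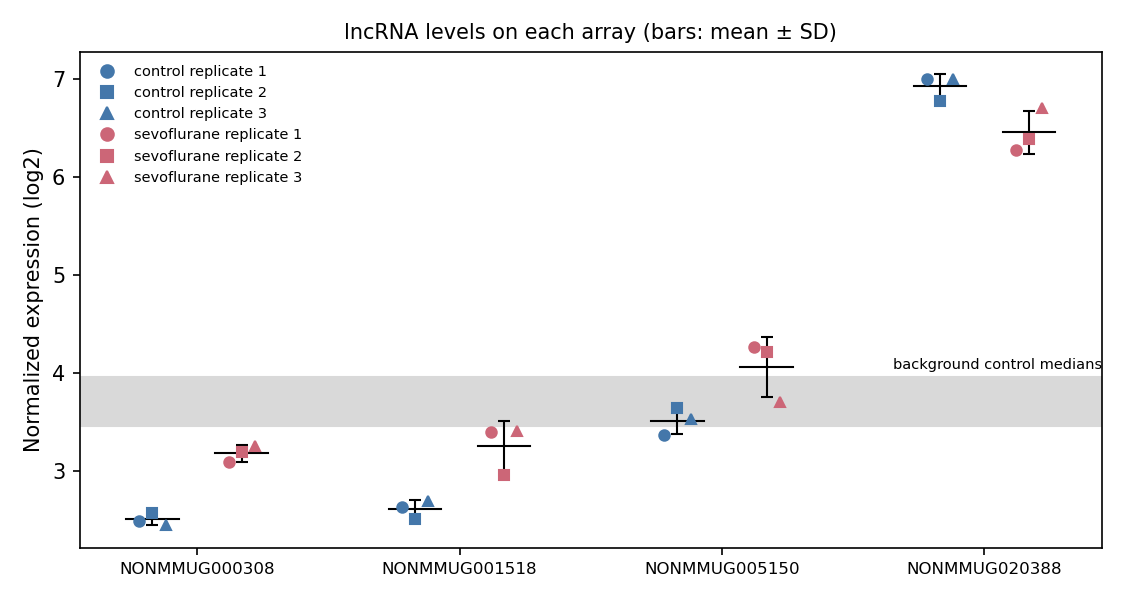
Normalized expression (log2) of the 4 lncRNAs on each array, with control arrays in blue, sevoflurane arrays in red and bars for the mean and SD of 3 arrays; the grey band spans the medians of the background control probe sets on the 6 arrays, 3.46 to 3.96. Levels after sevoflurane averaged 3.18 for NONMMUG000308, 3.26 for NONMMUG001518 and 4.06 for NONMMUG005150, above their controls, and 6.45 for NONMMUG020388, below its controls.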

To validate the microarray analysis results of four lncRNAs (NONMMUG000308, NONMMUG001518, NONMMUG005150, and NONMMUG020388), qPCR was employed. The aged rats were also assigned to sevoflurane and control groups. The sevoflurane group received 4 h sevoflurane anesthesia. Given that the expression of postoperative neurotoxicity and relative RNA transcription emerged at 3 h after surgery and could persist for 24 h [27, 28], the hippocampus was dissected out at 3 h and 24 h after anesthesia, respectively. Violin plots were used to illustrate the PCR results (*n* = 6, Figures 3(a)–3(h)). The violin plot diagrams depict the kernel probability density, and the width of the shaded area shows the proportion of the data located at that expression fold. The qPCR results were consistent with microarray results in the three candidate lncRNAs (NONMMUG000308, NONMMUG001518, and NONMMUG005150). For NONMMUG000308, the expression increased significantly at 3 h (2.04 ± 0.50 vs. 1.00 ± 0.44, *p* < 0.05), but not at 24 h (1.72 ± 0.54, *p* > 0.05) after anesthesia. For NONMMUG001518, the expression increased significantly at both 3 h and 24 h after anesthesia (2.87 ± 1.20 and 2.99 ± 1.32 vs. 1.00 ± 0.21, *p* < 0.05). For NONMMUG005150, the expression increased significantly at both 3 h (2.78 ± 1.25 vs. 1.00 ± 0.28, *p* < 0.05) and 24 h (4.03 ± 1.39, *p* < 0.001) after nesthesia. However, qPCR validation did not show a significant change for NONMMUG020388 (0.98 ± 0.29 and 1.03 ± 0.19 vs. 1.00 ± 0.23, *p* > 0.05). Furthermore, we performed an in vitro qPCR validation to confirm the uniformity of lncRNAs performance across a range of experimental conditions. The in vitro experiment was conducted in C6 rat glioma cells with control conditions and 4 h sevoflurane exposure. The results provided confirmatory evidence that NONMMUG000308 (1.98 ± 0.84 vs. 1.00 ± 0.45, *p* < 0.05), NONMMUG001518 (2.12 ± 0.58 vs. 1.00 ± 0.42, *p* < 0.01), and NONMMUG005150 (2.48 ± 1.05 vs. 1.00 ± 0.42, *p* < 0.01) in C6 cells are significantly upregulated after sevoflurane exposure, but no significant difference of NONMMUG020388 expression were found between two groups. Thus, the qPCR validation demonstrated good consistency between in vivo and in vitro models. As data quality parameters such as array *p* values and fold change may exert influence on the consistency of the two methods, we assume PCR validations across different experimental conditions are more reliable according to previous studies [29].

Considering the three candidate DE-lncRNAs are all lincRNAs, which can positively or negatively adjust the expression of target genes, the expression of protein-coding genes in the hippocampus of aged rats was also detected by whole transcriptome microarray analysis. 772 DE-protein coding genes were identified after sevoflurane anesthesia (*p* < 0.05) with 608 genes upregulated and 164 downregulated. 

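Most protein-coding genes that differed were higher after sevoflurane. Of 20412 protein-coding probe sets, 276 had an unadjusted p under 0.05 from limma, 236 of them higher and 40 lower. These are 1.35% of those tested, where chance gives 5%, and none passed after adjustment, over all probe sets or over the coding ones alone (smallest adjusted p = 0.109 from limma). Gpd1, the glycerol-3-phosphate dehydrogenase of the cytosol, showed the largest difference, from 8.38 ± 0.18 (SD, n = 3) to 9.75 ± 0.16 (SD, n = 3) on the log2 scale, 2.58-fold with a standard error of 0.135 on the log2 scale. Pdk4, a kinase that inhibits pyruvate dehydrogenase, was 2.49-fold higher, and the metallothioneins Mt1 and Mt1m were 2.31-fold and 1.87-fold higher. Slitrk6, Gpatch4, C3 and Sult1a1 were 2.51-fold, 2.28-fold, 1.97-fold and 1.94-fold higher, and Prkcd and Slc17a6, both also among the markers of thalamus and habenula, 2.35-fold and 2.03-fold. The value of C3 rests on sevoflurane replicate 3, without which its log2 fold change was 0.48 against 0.98 in all, and that of Slc17a6 was 0.68 without sevoflurane replicate 2. Lair1, an inhibitory immune receptor, had the largest difference in the other direction, with a log2 fold change of -0.83, followed by the membrane protein Itm2a at -0.80, the thyroid hormone transporter Slco1c1 at -0.72, the myelin gene Opalin at -0.61, Adpgk at -0.49 and the hemoglobin gene Hba-a3 at -0.46. Arc, Spag6l, Hbb-bs and Egr1 followed at -0.42, -0.42, -0.40 and -0.40. All of these 2 sets of 10 had unadjusted p under 0.05 from limma and no overlap between groups, by which they were chosen, and an exact permutation p of 0.1.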

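Gene lists fixed before the data were examined, but after the paper's text had been read, describe which groups of genes differed. Some hold genes that the study chose on these samples. Among these are Gjb6 and Hif3a in the glucocorticoid list, Prkcd in the thalamus and habenula list and Plat in the endothelial list. Of 33 measured glucocorticoid-responsive genes, 21 were higher and none was lower at an unadjusted p under 0.05, and 20 passed when adjusted over the list alone. Gjb6 had a log2 fold change of 0.76, Mt2A of 0.80, Sult1a1 of 0.95 and Hif3a of 0.73. The list's median log2 fold change was 0.38, and limma's camera with a preset correlation of 0.01 gave it an adjusted p = 4.37e-39 over 43 lists (adjusted p = 0.0873 with an estimated correlation). Of 21 markers of thalamus and habenula, tissue next to the hippocampus, 8 were higher and none was lower, 7 when adjusted over the list alone, with a median of 0.29 (adjusted p = 1.4e-15 from camera, adjusted p = 0.365 with an estimated correlation), which was 0.186 without sevoflurane replicate 2. Prkcd was at a log2 fold change of 1.23, the vesicular glutamate transporter Slc17a6 at 1.02, Shox2 at 0.78 and Rora at 0.40. The mean of this list above its control mean was 0.401, 0.752 and 0.122 on sevoflurane replicates 1, 2 and 3, and that of the glucocorticoid list was 0.276, 0.476 and 0.574. Of 19 endothelial markers, Mfsd2a and Plat were higher and Itm2a and Slco1c1 lower, and the same 4 passed when adjusted over the list alone (camera adjusted p = 0.327, and 0.0108, downward, with array weights, adjusted p = 0.51 with an estimated correlation). Of 36 immediate early genes, induced by neuronal activity, none was higher and 3 were lower, Nr4a3 at -0.30, Arc and Egr1 (camera adjusted p = 0.000311, adjusted p = 0.497 with an estimated correlation), and the list's adjusted p was 0.0927 without control replicate 3. Nr4a3 did not pass without control replicates 1 and 3 or sevoflurane replicate 3 (p of 0.0633, 0.0508 and 0.0509).
By camera with the preset correlation 20 of the 43 lists passed, 13 up and 7 down. With an estimated correlation only the 2 lists of genes named by the study did, and neither of them with quantile normalization or centring on the median. Without sevoflurane replicate 1 the preset correlation gave 21 up and 2 down. Without sevoflurane replicate 1 the coding count was 935, 619 higher and 316 lower. It was 159, 170 and 173 without control replicates 1, 2 and 3. The log2 fold changes of Spag6l and Hbb-bs were -0.22 each without sevoflurane replicate 1, and array weights moved Hba-a3, Spag6l, Hbb-bs and Egr1 to -0.30, -0.24, -0.27 and -0.61. The unadjusted p of C3 was 0.0606 and 0.072 without control replicates 1 and 2, and that of Arc 0.103 and 0.0759 without control and sevoflurane replicate 3. Egr1 no longer passed without control replicate 2 or 3 or sevoflurane replicate 2 or 3 (p from 0.0518 to 0.128), and Spag6l and Hbb-bs passed in none of the fits without 1 array except that without sevoflurane replicate 3 (other p from 0.0527 to 0.139). By the methods' one-way ANOVA 6 of the 20 genes with the largest differences did not have a p under 0.05, Slc17a6 at 0.0519, Arc at 0.0676, Egr1 at 0.078, Hbb-bs at 0.114, Spag6l at 0.126 and C3 at 0.137, and with centring on the median C3, Spag6l and Hbb-bs did not.

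**Figure D2:**
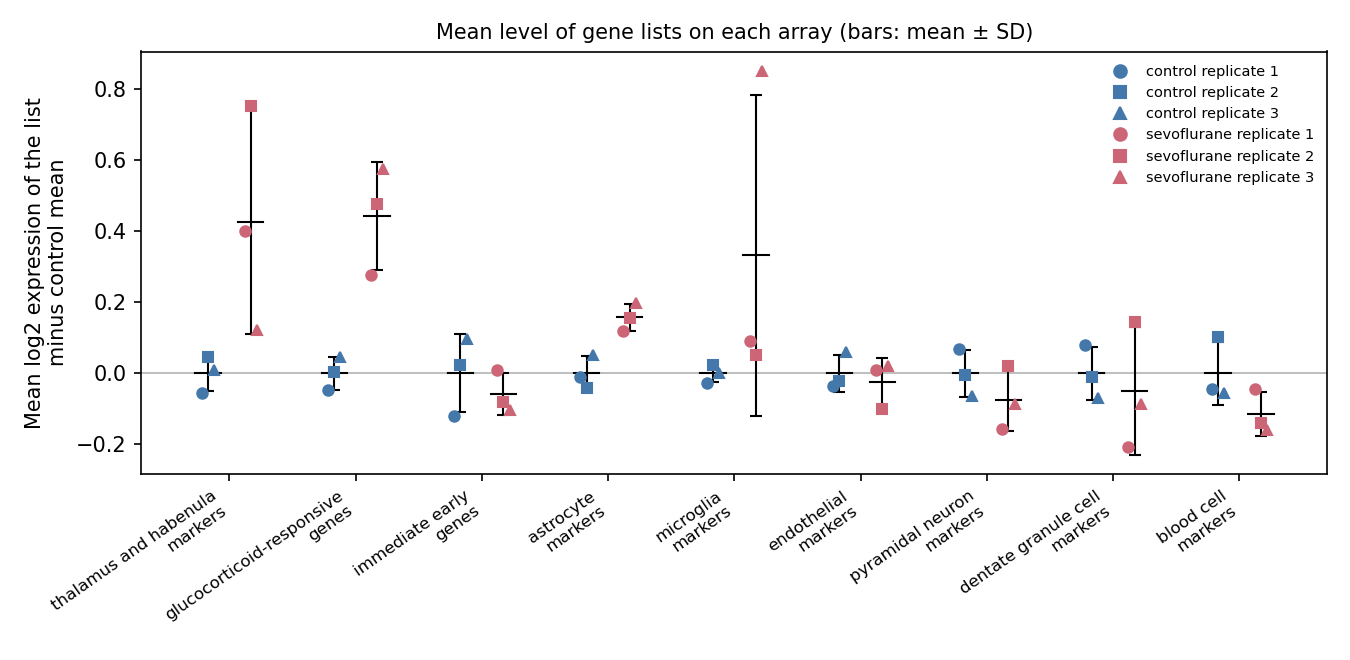
Mean log2 expression of the members of 9 gene lists on each array, minus the mean of the control arrays, with control arrays in blue, sevoflurane arrays in red and bars for the mean and SD of 3 arrays. The glucocorticoid-responsive list was at 0.276, 0.476 and 0.574 on the sevoflurane arrays, the thalamus and habenula list at 0.401, 0.752 and 0.122, and the microglia list at 0.852 on sevoflurane replicate 3 alone.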

Then, Gene Ontology (GO) functional annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were conducted for DE-protein coding genes using Database for Annotation, Visualization, and Integrated Discovery (DAVID, https://david.ncifcrf.gov). GO enrichment analysis contains three categories: biological process, molecular function, and cellular component. Hypergeometric distribution was used to determine whether a GO term is overrepresented after anesthesia. A lower *p* value indicated that the GO or KEGG term was more significantly enriched, and the results of DAVID GO analysis revealed that 44 GO terms of biological process, 16 terms of molecular function, and 18 terms of cellular component were significantly enriched after sevoflurane treatment (*p* < 0.05), respectively. A bubble plot to visualize enriched GO terms is shown in Figure 4(a). GO term circle in the upper part of the figure represents a relatively lower *p* value, while a circle with larger diameter indicates more genes were involved in a specific GO term. 

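Of 28 measured targets of hypoxia-inducible factors, 3 were higher and none was lower after sevoflurane at an unadjusted p under 0.05 from limma. The glucose transporter Slc2a1 had a log2 fold change of 0.57 (standard error 0.124) and Ndrg1 of 0.37 (standard error 0.113). The mTOR inhibitor Ddit4 was at 0.42 (standard error 0.115), while Angptl4, at 0.24 (standard error 0.14), did not pass, and both are also among the glucocorticoid-responsive genes. The list passed limma's camera with the preset correlation (adjusted p = 0.00131) and not with an estimated one (adjusted p = 0.347 with an estimated correlation), and at the preset correlation it was 0.111 without control replicate 2 and 0.123 without sevoflurane replicate 3. Each of the 7 genes that the study names under response to hypoxia had a positive log2 fold change, 4 of them at an unadjusted p under 0.05, and so had each of the 4 named under aging, 3 of them under that threshold. These lists had camera adjusted p of 8.56e-15 and 1.91e-16, and of 0.0247 each with an estimated correlation. That is not independent evidence because the study chose the genes on these samples. With an estimated correlation neither list passed camera with quantile normalization (adjusted p of 0.0588 and 0.059) or with centring on the median (adjusted p of 0.255 and 0.223). None of 70 nuclear-encoded respiratory chain subunits (camera adjusted p = 0.474), none of 73 mitochondrial ribosomal proteins (camera adjusted p = 0.514) and none of 20 genes of mitochondrial dynamics and mitophagy (camera adjusted p = 0.703) had an unadjusted p under 0.05. Of 36 genes of mitochondrial import and assembly, Timm8a1, a chaperone of the intermembrane space, was higher at a log2 fold change of 0.28 (camera adjusted p = 0.449). With 1 array left out Timm8a1 passed only without sevoflurane replicate 1 (other p from 0.0553 to 0.0808 from limma), and Ndrg1 did not pass without sevoflurane replicate 2 (unadjusted p of 0.0504). Without sevoflurane replicate 1, the array that stood apart, camera at the preset correlation called all 4 of these lists upward, the respiratory chain at 3.55e-07, mitochondrial ribosomal proteins at 0.00203, dynamics at 0.0132 and import at 0.000214. With array weights it called the respiratory chain, mitochondrial ribosomal proteins and import upward at 0.000316, 0.0184 and 0.0013, and without sevoflurane replicate 3 the respiratory chain downward at 0.0258. With an estimated correlation the adjusted p of these fits was between 0.296 and 0.876. None of 3 measured mitochondrially encoded genes passed, with COX2 at -0.26, COX3 at -0.13 and COX1 at -0.09 (camera adjusted p = 0.0207, adjusted p = 0.522 with an estimated correlation, and 0.544 and 0.818 by the preset one without control replicate 1 and sevoflurane replicate 1). At the preset correlation this list was at 0.0651 with the methods' one-way ANOVA, 0.0714 with quantile normalization, 0.0762 with centring on the median and 0.719 with array weights. None of 27 NRF2 targets (camera adjusted p = 0.169) and none of 22 antioxidant enzymes (camera adjusted p = 0.282) passed limma's test. At the preset correlation camera called the NRF2 targets upward with the ANOVA (0.0164), with array weights (0.00702) and without control replicate 1 (0.0189) or sevoflurane replicate 1 (0.00306), and the antioxidant enzymes with array weights (0.0442) and without sevoflurane replicate 1 (0.0268). In the limma fits among these the adjusted p with an estimated correlation was between 0.29 and 0.628. Of 14 Wnt receptors, Fzd9 and Fzd8 were higher at 0.53 and 0.35 and Fzd2 was lower at -0.31 (camera adjusted p = 0.467). Fzd8 did not pass without control replicates 1 and 2 or sevoflurane replicate 2 (p of 0.0987, 0.0519 and 0.0958), nor Fzd2 without control replicate 3 or sevoflurane replicates 2 and 3 (p of 0.111, 0.0653 and 0.087).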

The top significantly overrepresented terms, sorted by *p* values in ascending order for biological process (green) were response to hypoxia, aging, cellular response to hypoxia, intracellular receptor signaling pathway, and regulation of cell cycle (*p* < 0.05); for molecular function (blue) were protein binding, RNA polymerase II transcription factor activity, identical protein binding, and Wnt-activated receptor activity (*p <0.05*); for cellular component (red) were mitochondrion, cytosol, extracellular exosome, and cytoplasm (*p* < 0.05).

Then, KEGG pathway analysis was employed to reveal involved molecular interaction, reaction, and relation networks after sevoflurane anesthesia.  Figure 4(b) highlighted 18 significantly enriched signaling pathways in our annotation using –log *p* > 1 as a threshold, including certain signaling pathways such as adipocytokine, estrogen, regulating pluripotency of stem cells, Wnt, MAPK, glucagon, and AMPK; as well as metabolic-related pathways such as metabolic pathways, lysine degradation, inositol phosphate metabolism, and biosynthesis of amino acids. Adipocytokine signaling pathway was the top significantly overrepresented pathway, and term metabolic pathways were associated with the most DE genes (55 DE-genes).

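Of 60 measured genes of adipocytokine signaling, 3 were higher and none was lower after sevoflurane at an unadjusted p under 0.05 from limma, and none passed when adjusted over the list alone. The phosphatase Ptpn11 had a log2 fold change of 0.46 (standard error 0.116) and the adiponectin receptor Adipor2 of 0.47 (standard error 0.146), and the other gene was Slc2a1. The fatty acid activating enzyme Acsl3, at 0.31 (standard error 0.14), did not pass. The median log2 fold change of the list was 0.05, with a camera adjusted p = 0.0316 and an adjusted p = 0.384 with an estimated correlation. At the preset correlation it was 0.117 and 0.0927 without control replicates 2 and 3, and 0.309 and 0.466 without sevoflurane replicates 2 and 3, and 0.127 with centring on the median.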

The mitochondrial membrane potential (MMP) is a factor determining the viability of mitochondria, thus plays a significant role in mitochondrial homeostasis [30]. It is also a driving force for ATP synthesis, and the loss of MMP could be the sign for apoptosis [31]. Thus, the MMP was assessed, and the results showed that compared with the control group, the level of MMP significantly decreased in the sevoflurane group (*p* < 0.05, Figure 4(c)). Mitochondrial dysfunction is the major cause of oxidative stress and reactive oxygen species (ROS) generation [32], so we measured the ROS level in the hippocampus of aged rats as well. The results showed that compared with the control group, the level of ROS increased significantly in the sevoflurane group (*p* < 0.05, Figure 4(d)). These results indicated that mitochondrial dysfunction, MMP decrease, and oxidative stress were involved in the pathophysiological processes after sevoflurane anesthesia, which are correlated with GO and KEGG analysis results.

GO enrichment analysis revealed different patterns of potential target genes of the three upregulated lncRNAs after sevoflurane anesthesia. The results were ranked according to the negative logarithm *p* value, and the terms with -log *p* > 2 of each category were displayed. For the potential target genes of NONMMUG000308, response to hypoxia, protein binding, and mitochondrion were top significant enriched terms in biological process, molecular function, and cellular component, respectively (Figure 5(a)). 

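NONMMUG000308 had a Pearson correlation coefficient over 0.85 in size, across the 6 arrays, with all 3 targets of hypoxia-inducible factors that differed at an unadjusted p under 0.05 from limma, Ddit4, Ndrg1 and Slc2a1. The same held for all 7 genes that the study names under hypoxia, of which 4, Agtrap, Hif3a, Plat and Prkcd, had such a p, and for 1 gene of mitochondrial import with such a p, Timm8a1. The 256 protein-coding genes with an unadjusted p under 0.05 were those tested for pairs, and the other genes that the study names were checked beside them. No respiratory chain subunit and no mitochondrial ribosomal protein was among them. Because the lncRNA and the genes were both chosen for a difference between the groups, the arrays form 2 clusters, and a coefficient over the 6 arrays includes that difference. With the mean of each group removed first, Timm8a1 was the only one of these genes to pass. NONMMUG000308 itself lay below the background median on all 6 arrays.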

Protein binding is an unspecific annotation which suggested target genes may interact with proteins like p53 or with one or more sites on receptor molecules like signaling receptors. 

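Of the same 256 protein-coding genes, NONMMUG001518 passed the correlation threshold with 1 cytosolic ribosomal protein, Rpl18, which had a log2 fold change of 0.28 (standard error 0.109), and with Timm8a1 of mitochondrial import. These were the only genes tested for pairs from the 71 measured ribosomal proteins and the 36 of mitochondrial import. The ribosomal list had a median log2 fold change of 0.07 and a camera adjusted p = 0.000251 (adjusted p = 0.743 with an estimated correlation), and that median was 0.00381 without sevoflurane replicate 3, where the direction of the camera test turned (adjusted p = 0.121). Without control replicate 2 its adjusted p was 0.326. Rpl18 itself did not pass without control replicates 1 and 2 or sevoflurane replicates 2 and 3 (p from 0.0558 to 0.116). With the mean of each group removed first, neither Rpl18 nor Timm8a1 passed with NONMMUG001518, which lay below the background median on all 6 arrays.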

For NONMMUG001518, drug metabolic process and protein binding were the top significant enriched terms in biological process and molecular function, and top cellular component term included membrane, ribosome, and mitochondria (Figure 5(b)). This indicated that products of the target genes may be found in cellular membrane, ribosome, or mitochondria. For NONMMUG005150, cellular response to hypoxia, BH domain binding, and Bcl-2 family complex were the top significant enriched terms in three categories (Figure 5(c)). Thus, potential target genes of three upregulated lncRNAs after sevoflurane anesthesia were enriched in oxidative stress, mitochondrion, metabolism, apoptosis, etc.

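NONMMUG005150 passed the correlation threshold with 3 of the 7 genes that the study names under hypoxia, Agtrap and Prkcd, which had an unadjusted p under 0.05, and Epas1, which did not, and with none of the 3 tested targets of hypoxia-inducible factors. With the mean of each group removed first, none of Agtrap, Prkcd and Epas1 passed. Of 18 measured Bcl-2 family genes, 1 differed at an unadjusted p under 0.05 from limma, the BH3-only gene Hrk, with a log2 fold change of 0.27 (standard error 0.116), which did not pass without any 1 of the control replicates or sevoflurane replicate 3 (p from 0.074 to 0.158). Hrk did not pass the correlation threshold with NONMMUG005150 and did so with NONMMUG000308 and NONMMUG001518. Bcl2a1, Bcl2l1 and Bcl2l2 had log2 fold changes of 0.26, 0.18 and 0.13 and did not pass limma's test. The Bcl-2 family list had a median of 0.10 and a camera adjusted p = 0.00218 (adjusted p = 0.384 with an estimated correlation), and 0.0806 by the preset one without sevoflurane replicate 1 and 0.101 with array weights. None of 24 caspases and death receptors differed at that p (camera adjusted p = 0.449).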

KEGG pathway analysis revealed the signaling pathways of potential target genes of the three DE-lncRNAs after sevoflurane anesthesia. The results were ranked according to the negative logarithm of *p* value, and the terms with -log *p* > 1 were displayed. The signaling pathways of potential target genes of NONMMUG000308 and NONMMUG001518 are similar. Biosynthesis of antibiotics, signaling pathways of adipocytokine, and regulating pluripotency of stem cells, metabolic pathways were significantly enriched. Metabolic pathways including energy, carbohydrate, lipid, nucleotides, and amino acid metabolism were associated with the most potential target genes (63 DE-mRNAs, Figures 6(a) and 6(b)). 

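None of 35 measured genes of the Fanconi anemia pathway, which repairs DNA crosslinks, had an unadjusted p under 0.05 from limma, so none was tested for a pair with a lncRNA. The members with the smallest p were Fancf, with a log2 fold change of 0.22 (standard error 0.129), Fan1, with 0.12 (standard error 0.0989), and Telo2, with 0.10 (standard error 0.113). The camera adjusted p of the list was 0.872, and its median of 0.02 and the direction of the test, down, differed in sign. Among 27 genes of the p53 and DNA damage response, the cell cycle inhibitor Cdkn1a, also among the glucocorticoid-responsive genes, was higher at a log2 fold change of 0.69. Gadd45a was higher at 0.27, and with 1 array left out it passed only without sevoflurane replicate 3 (other p from 0.0529 to 0.104 from limma). The list had a camera adjusted p = 0.467. NONMMUG005150 passed the correlation threshold with neither Cdkn1a nor Gadd45a.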

For NONMMUG005150, the top enriched terms were basal cell carcinoma and Fanconi anemia pathway (Figure 6(c)). Pathways of carcinoma and anemia are characterized by abnormal proliferation and impaired response to DNA damage.

To explore the potential regulatory mechanism of the DE-lncRNAs, correlation analysis was carried out between the DE-lncRNAs and DE-protein coding genes. The DE protein-coding genes with Pearson correlation coefficient (PCC) > 0.85 and *p* < 0.05 were considered as the potential target genes of DE-lncRNAs. Pearson correlation is a traditional statistical metric widely used by previous studies to predict the function of lncRNAs by using information from coexpressed mRNAs [15, 33], and coexpressing genes are involved in related processes. Furthermore, the coexpression network of DE-lncRNAs and their potential target genes was established. Cytoscape 3.6.1 (http://www.cytoscape.org, RRID:SCR_003032) was used in network visualization, and the correlations with PCC > 0.85 for lncRNA-mRNA (protein-coding gene) pairs and PCC > 0.95 between mRNA-mRNA (protein-coding gene) pairs were selected.

The RNAs were displayed with nodes (three DE-lncRNAs and 296 mRNAs). Positive coexpression represented by red edges, negative correlation represented by green edges, and lower transparency of edges mean higher PCC. 342 positive and 53 negative lncRNA-mRNA pairs were displayed. 

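The 3 lncRNAs formed 272 pairs with the 256 protein-coding genes at a correlation coefficient over 0.85 in size, 239 positive and 33 negative. In these pairs were 198 genes, 71 of them paired with at least 2 of the lncRNAs. When the mean of each group was removed first, a new count gave 60 pairs, 30 positive and 30 negative. These are not a subset of the 272, since some pairs pass only after that step. Without control replicate 1 there were 172 pairs, without sevoflurane replicate 1 there were 1122 and without sevoflurane replicate 3 there were 464, and the genes tested for pairs also change with the array left out.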

NONMMUG000308 was coexpressed with 224 mRNA transcripts, 193 upregulated and 31 downregulated. 

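NONMMUG000308 was paired with 141 of the 256 protein-coding genes, 128 higher and 13 lower after sevoflurane. The 823 other noncoding probe sets with an unadjusted p under 0.05 from limma were paired with a median of 53 of these genes, with 95% of them between 12.6 and 137, and NONMMUG000308 lay at percentile 98.1 of them. Its percentile was 96.1, 98.4 and 97.8 without control replicates 1, 2 and 3 and 77.8, 94.2 and 88.7 without sevoflurane replicates 1, 2 and 3. Its number of pairs was 511 without sevoflurane replicate 1, 423 with the methods' one-way ANOVA, 259 with array weights and 45 with Spearman's coefficient, and its levels lay below the background median on all 6 arrays. Of 1000 random noncoding probe sets that did not have such a p, the median number of pairs was 0.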

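For NONMMUG001518, 86 of the 256 protein-coding genes passed the threshold, 77 higher and 9 lower after sevoflurane, at percentile 76.3 of the other noncoding probe sets. Its percentile ran from 47.2 without control replicate 1 to 90.2 without sevoflurane replicate 2. The number was 49 without control replicate 1, 539 without sevoflurane replicate 1, 135 without sevoflurane replicate 2, 238 with the methods' one-way ANOVA and 140 with quantile normalization. This probe set also lay below the background median on all 6 arrays.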

NONMMUG001518 was coexpressed with 113 mRNA transcripts, 99 upregulated and 14 downregulated. 

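For NONMMUG005150, 45 of these genes passed, 34 higher and 11 lower after sevoflurane, at percentile 41.1. It was 20 and 27 without control replicates 1 and 3, 72 and 194 without sevoflurane replicates 1 and 3, 120 with the methods' one-way ANOVA and likewise with quantile normalization, 153 with array weights and 75 with Spearman's coefficient. The percentile ran from 1.7 without sevoflurane replicate 1 to 99.9 without sevoflurane replicate 3. With group means removed, 32 genes passed for NONMMUG005150, 19 for NONMMUG000308 and 9 for NONMMUG001518, where the other noncoding probe sets had a median of 21.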

And NONMMUG005150 was coexpressed with 58 mRNA transcripts, 50 upregulated and 8 downregulated. According to the above functional annotation, DE-lncRNAs were associated with oxidative stress and mitochondrial dysfunction, metabolic pathways, DNA damage, and apoptosis after sevoflurane anesthesia. Thus, the enriched term response to hypoxia, mitochondrion, and aging (with relatively lower *p* value) was selected as the representative terms. lncRNA coexpressed genes in these three terms were highlighted in blue, green, and yellow nodes, and other terms were highlighted in orange nodes. Genes that are highly correlated to each other are likely to be involved in the same pathway, and connections between protein-coding genes were also outlined to represent protein-protein interaction (Figure 7(a)).

Genes from term response to hypoxia, mitochondrion, and aging with relative high PCC with at least two lncRNAs were screened out. They included *Plat*, *Epas1*, *Prkcd*, *Agtrap*, *Tnfrsf1a*, *Hif3a*, and *Tgfbr3* in term response to hypoxia; *Gjb6*, *Prkcd*, *Nfel2l2*, and *Fgf2* in aging; as well as 16 genes (*Prkcd*, *Oxa1l*, etc) in term mitochondrion. 

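Each gene named here, chosen by the study on these samples, was higher on every sevoflurane array than on every control array. Prkcd, which encodes protein kinase C delta, was at 8.14 ± 0.28 (SD, n = 3) after sevoflurane and 6.91 ± 0.24 (SD, n = 3) in controls on the log2 scale, 2.35-fold higher with a standard error of 0.175 on the log2 scale. Gjb6, the astrocytic connexin 30, was at 7.93 ± 0.05 (SD, n = 3) and 7.17 ± 0.05 (SD, n = 3), 1.69-fold higher. Hif3a was at 7.15 ± 0.08 (SD, n = 3) and 6.42 ± 0.13 (SD, n = 3), 1.66-fold higher, and the growth factor Fgf2 was 1.53-fold higher. Plat, tissue plasminogen activator, was 1.33-fold higher and Agtrap 1.24-fold higher. The unadjusted p of these 6 genes from limma were 8.61e-05 for Prkcd, 5.63e-05 for Gjb6, 0.000171 for Hif3a, 0.000594 for Fgf2, 0.0104 for Plat and 0.019 for Agtrap. Tgfbr3, with a log2 fold change of 0.23 (standard error 0.101), Nfe2l2, with 0.22 (standard error 0.104), Tnfrsf1a, with 0.12 (standard error 0.0992), Epas1, with 0.09 (standard error 0.099), and Oxa1l, with 0.08 (standard error 0.0982), did not have an unadjusted p under 0.05 from limma. The p of Plat was 0.0506 without control replicate 2, that of Agtrap 0.0641 and 0.0796 without control replicates 1 and 3 and 0.062 without sevoflurane replicate 2, and that of Tgfbr3 0.0392 without sevoflurane replicate 1. In other limma fits Tgfbr3 and Nfe2l2 passed, at 0.0304 and 0.0497 with the variance trend, 0.0204 and 0.0272 with quantile normalization and 0.0276 and 0.04 with the filter on dim probe sets, and Tgfbr3 also at 0.0334 with array weights. No gene passed after adjustment over all probe sets, and the smallest adjusted p among them was 0.849. Each of these 11 genes passed the correlation threshold with 2 of the 3 lncRNAs, NONMMUG000308 and either NONMMUG001518 or, for Epas1, Prkcd and Agtrap, NONMMUG005150. With the mean of each group removed first, Nfe2l2 passed with NONMMUG001518, Fgf2 and Oxa1l with NONMMUG005150, and the others with none. Prkcd is also among the thalamus and habenula markers, and Gjb6 and Hif3a are among the glucocorticoid-responsive genes. The paper takes genes that pass the correlation threshold as potential targets of the lncRNAs and, from the terms annotated to them, reasons that the lncRNAs were associated with oxidative stress, mitochondrial dysfunction, metabolic pathways, DNA damage and apoptosis. It also reports a lower mitochondrial membrane potential and more reactive oxygen species after sevoflurane. Its quantitative PCR covered the lncRNAs and Hif3a, Prkcd and Nfe2l2. Those experiments were not analysed here.

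**Figure D3:**
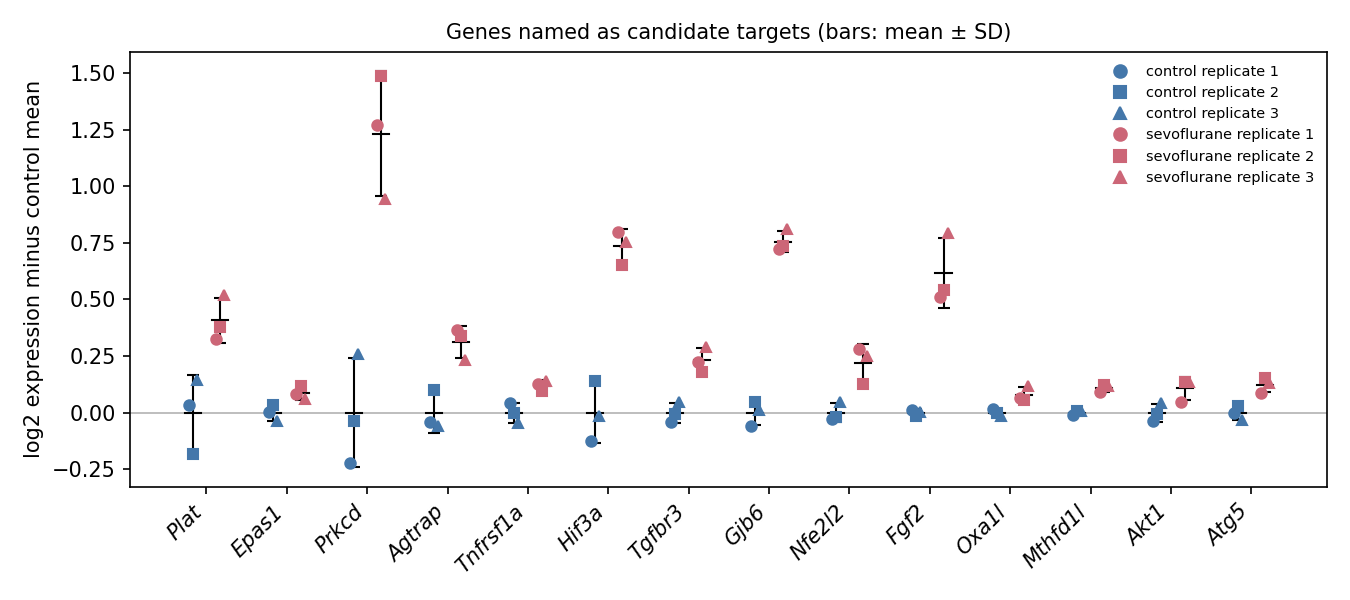
Expression (log2) of the 14 named genes on each array, minus the mean of the control arrays, with control arrays in blue, sevoflurane arrays in red and bars for the mean and SD of 3 arrays. The mean difference ran from 0.08 for Oxa1l to 1.23 for Prkcd.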

Then, three representative DE-protein coding genes were selected and validated by qPCR (*Hif3a* from term hypoxia, *Prkcd* from term mitochondria, and *Nfe2l2* from term aging). Compared with control conditions, the expression of *Hif3a* (1.82 ± 0.52 vs. 1.00 ± 0.21, *p* < 0.01), *Prkcd* (1.58 ± 0.31 vs. 1.00 ± 0.44, *p* < 0.05), and *Nfe2l2* (1.66 ± 0.52 vs. 1.00 ± 0.41, *p* < 0.05) in the hippocampus increased significantly at 3 h after anesthesia (*n* = 6, Figures 7(b)–7(d)). These results also indicated a good consistency between qPCR and microarray analysis results.

As lncRNA NONMMUG000308, NONMMUG001518, and NONMMUG005150 were differentially expressed after sevoflurane anesthesia and might play regulatory roles through oxidative stress and mitochondrial dysregulation, aging-related metabolic alterations, DNA damage, apoptosis, and neurodegenerative features according to the present results, we named NONMMUG000308, NONMMUG001518, and NONMMUG005150 as *sevoflurane associated noncoding RNA* (*Sancr*) *1*, *2*, and *3*, respectively.

## 4. Discussion

The present study screened three significantly DE-lncRNAs and multiple DE-protein coding genes in the hippocampus of aged rats after sevoflurane anesthesia by microarray analysis. In vitro and in vivo experiments verified the analysis results. Functional annotation with GO and KEGG databases showed that the top target overrepresented terms of lncRNAs included response to hypoxia, aging, and mitochondrion. A network of DE-lncRNAs and their potential target genes were established, and these DE-lncRNAs are named as *Sancr 1*, *2*, and *3*, respectively.

As previous studies indicated that the hippocampal pathophysiological changes play important roles in the processes of POCD [13, 34], the hippocampus was selected for the present study. Cell culture [35], animal [36], and human [37] data indicate that inhaled anesthetics could accelerate the development of aging and related neurodegenerations including apoptosis, A*β* generation, and tau phosphorylation. Combined with the present results, we infer that anesthesia also plays a role in the development of aging and related pathophysiological processes.

Accumulating evidences indicate the role of lncRNAs in the setting of oxidative stress, altered metabolism, and aging process, and they act as transcriptional factors or bind with target genes to exert functions. Several lincRNAs were differentially expressed in the hippocampus of both transgenic models and patients of AD [38, 39], and the dysregulation of lincRNAs played key roles in the intricate regulation of CNS development and disorders [40, 41]. For example, lncRNA *BC200* is a transcript found in the brain with a function of inhibiting translation initiation. *BC200* levels in cortical areas are reduced by above 60% in normal aging, in contrast, they are significantly upregulated in AD and paralleled with the deterioration of the disease [42]. lncRNA *BACE1-AS* concentrations were increased in AD subjects. It could change the secondary or tertiary structure of BACE1 through a mechanism affecting RNA duplex formation and so that increases its stability [17], and BACE1 is a crucial enzyme responsible for oligomer production in AD. Thus, we assumed that NONMMUG000308, NONMMUG001518, NONMMUG005150, and NONMMUG020388 regulate the expression level of target genes, which participates in the mechanism of sevoflurane-associated brain function modulation.

Since monitoring during anesthesia indicated that the rats did not suffer from hypoxia, and hippocampal MMP loss and ROS generation were observed during sevoflurane anesthesia, and emerging evidence revealed that HIFs expression can be induced by aberrant factors independent of oxygen levels [43, 44]. Hif3a and Epas1 (also called Hif2a) coding proteins are members of hypoxia-inducible factor (HIF) family, which are crucial modulators of transcriptional response to hypoxic stress [45, 46]. We assumed that *Sancrs* regulated perioperative oxidative stress and related genes, such as *Epas1* and *Hif3a*, transcriptional level, like lncRNA *Neat2* [47]. Previous studies showed *Hif3a* mRNA expression can be regulated at the transcriptional level via hypoxia response elements [48] or posttranscriptional level via miRNA [49]. Gene Ontology annotations related to *Hif3a* include DNA-binding transcription factor activity and transcription coactivator activity, which are included in protein binding and consistent with the enriched terms in molecular function annotation of *Sancr* target genes.

The results indicated that *Nfe2l2*, *Mthfd1l*, *Akt1*, and *Atg5* were possible targets of three DE-lncRNAs in metabolic pathways. 

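Mthfd1l had a log2 fold change of 0.11 (standard error 0.0976), Akt1 of 0.11 (standard error 0.101) and Atg5 of 0.12 (standard error 0.0989), and with unadjusted p of 0.288, 0.318 and 0.243 from limma none of them passed, while Atg5 was at 0.0444 with array weights. By the methods' one-way ANOVA Mthfd1l, Akt1 and Atg5 had unadjusted p of 0.000745, 0.0463 and 0.00955. All were higher on each sevoflurane array than on each control array. Chance gives such an order, in either direction, to 10% of probe sets. The study chose these genes on these samples, so neither result is independent evidence. Across the 6 arrays Mthfd1l and Atg5 passed the correlation threshold with NONMMUG000308 alone, and Akt1 with none of the 3 lncRNAs. With the mean of each group removed first, Atg5 passed with NONMMUG000308 and the other genes with none. Of 31 measured genes of the autophagy machinery, which include Atg5, none had an unadjusted p under 0.05 (camera adjusted p = 0.229). At the preset correlation camera called the list upward without sevoflurane replicate 1 (adjusted p = 1.75e-05), without control replicate 1 (adjusted p = 0.0468) and with array weights (adjusted p = 0.000316), where the adjusted p with an estimated correlation was between 0.221 and 0.67.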

In GO term aging, Nfe2l2 was identified as a regulator of autophagy in degrading intraneuronal aggregates [50]. Nfe2l2 encoded transcription factor NRF2, which is the chief regulator to defense against stress in mammalian cells. NRF2 activation alleviates cognitive deficits of AD models through modulation of oxidative stress [51]. MTHFD1L, an enzyme in the folate cycle that is transcriptionally activated by NRF2, plays an essential role in maintaining proper mitochondria function [52]. AKT1 could induce mitophagy due to reactive oxygen species [53]. Inhibition of mitochondrial permeability transition pore opening decreases ROS and increases MMP [54], and superoxide dismutase, glutathione peroxidase, and catalase levels could be affected during the process. The results also indicate that metabolism-related gene terms are affected by anesthesia. Combined with the present results, we propose that *Sancrs* interact with target genes and affect the metabolic process in the brain.

*Sancrs* were correlated to *Prkcd* expression, which was associated with the transcriptional regulation of p53 in response to DNA damage [55]. Dysregulation of DNA damage response is associated with neurodegenerative disorders [56], and the linkage between lncRNAs and neuron apoptosis has also been investigated in neurodegenerative diseases [57]. Both PKC*δ* and p53 are associated with the apoptotic mechanisms in the mitochondria through Bcl-2 family proteins modulation and to provide mitochondrial outer membrane permeabilization [58]. Damage-induced lncRNA can create a feedback loop to amplify DNA damage signaling or interact with DNA damage RNAs through RNA-RNA pairs [59]. Thus, it is possible that *Sancrs* regulate genes like *Prkcd* or interact with other RNAs in this process and induced cell death. Our functional annotation results show that BH domain binding and the intrinsic mitochondrial apoptotic pathway Bcl-2 family complex are top significant enriched terms, which indicates *Sancrs* could be involved in intrinsic apoptosis in the hippocampus after anesthesia [60].

Our results show that *Sancrs* were highly coexpressed with *Plat*, and they could play a crucial role in perioperative ischemia-related diseases. 

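Across the 6 arrays Plat passed the correlation threshold with NONMMUG000308 and NONMMUG001518, and not with NONMMUG005150, and with the mean of each group removed first it passed with none of the 3. Its normalized expression (log2) was 8.26 ± 0.10 (SD, n = 3) after sevoflurane and 7.85 ± 0.17 (SD, n = 3) in controls.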

Tissue plasminogen activator (encoded by *Plat*) is involved in the breakdown of blood clots. Genetic variants of *Plat* and plasminogen activator inhibitor type-1 combinations have been suggested to be the risk factors for stroke [61], and gene interactions could change the susceptibility of the disease. Disorders like amyotrophic lateral sclerosis, AD, and Parkinson's disease have also been linked to reduced NRF2 levels [62, 63]. Combined with the results, we speculate that *Sancrs* bind with *Nfe2l2*, then accelerate stroke and neurodegenerative processes [64].

## 5. Conclusion

In the present investigation, we identified three DE-lncRNAs, *Sancr 1*, *2*, and *3* in the hippocampus of aged rats after sevoflurane anesthesia. *Sancrs* regulate mitochondrial dysfunction and oxidative stress, aging-related metabolism alterations, DNA damage, and apoptosis, as well as stroke and neurodegenerative features in the hippocampus, which play roles in anesthesia-related cognitive function modulation during perioperative context. And similar to the mechanism of AD, a complex network of deregulated and multitasking lncRNAs together interacts with these pathophysiological mechanisms. These results provide evidence for the lncRNA regulation network in anesthesia-related brain function modulation, which could be the understanding from an epigenetic perspective. However, detailed regulation pathways and correlated factors are unclarified. Further work should therefore investigate the accurate mechanisms and provide brain protection strategies through epigenetic perspective during the process.

## Figures and Tables

**Figure 1:**
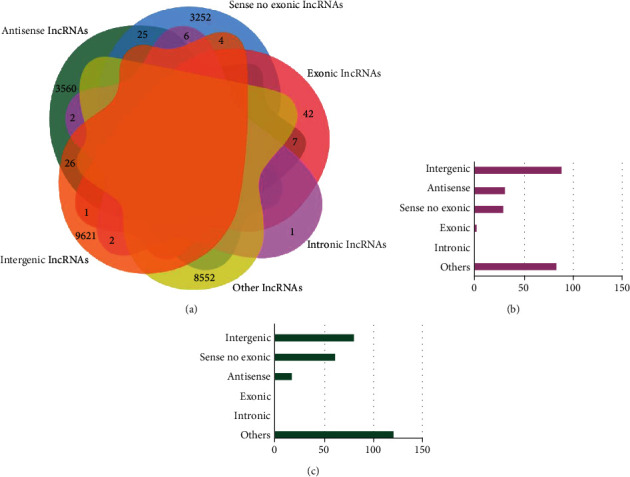
Distribution and expression of lncRNAs identified by whole transcriptome microarray analysis in the hippocampus of aged rats. (a) Venn distribution of lncRNAs. (b) Numbers of upregulated lncRNAs in different categories. (c) Numbers of downregulated lncRNAs in different categories.

**Figure 2:**
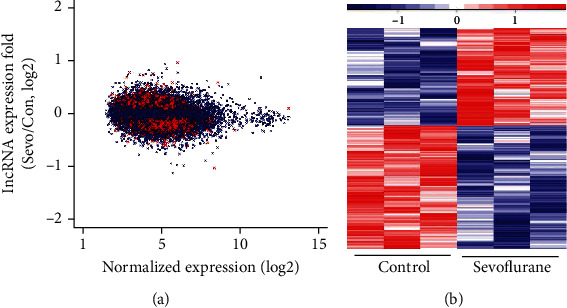
Differentially expressed lncRNAs after sevoflurane anesthesia in microarray analysis. (a) Ratio of gene expression in sevoflurane group to control condition (*y*-axis) and average expression of genes in sevoflurane group versus that in control condition (*x*-axis), presented as a Bland-Altman plot of our microarray analysis. Highlighted in red are lncRNAs with significant changes in expression (*p* < 0.05). (b) The heat map shows lncRNAs with significant changes from microarray analysis (*p* < 0.05).

**Figure 3:**
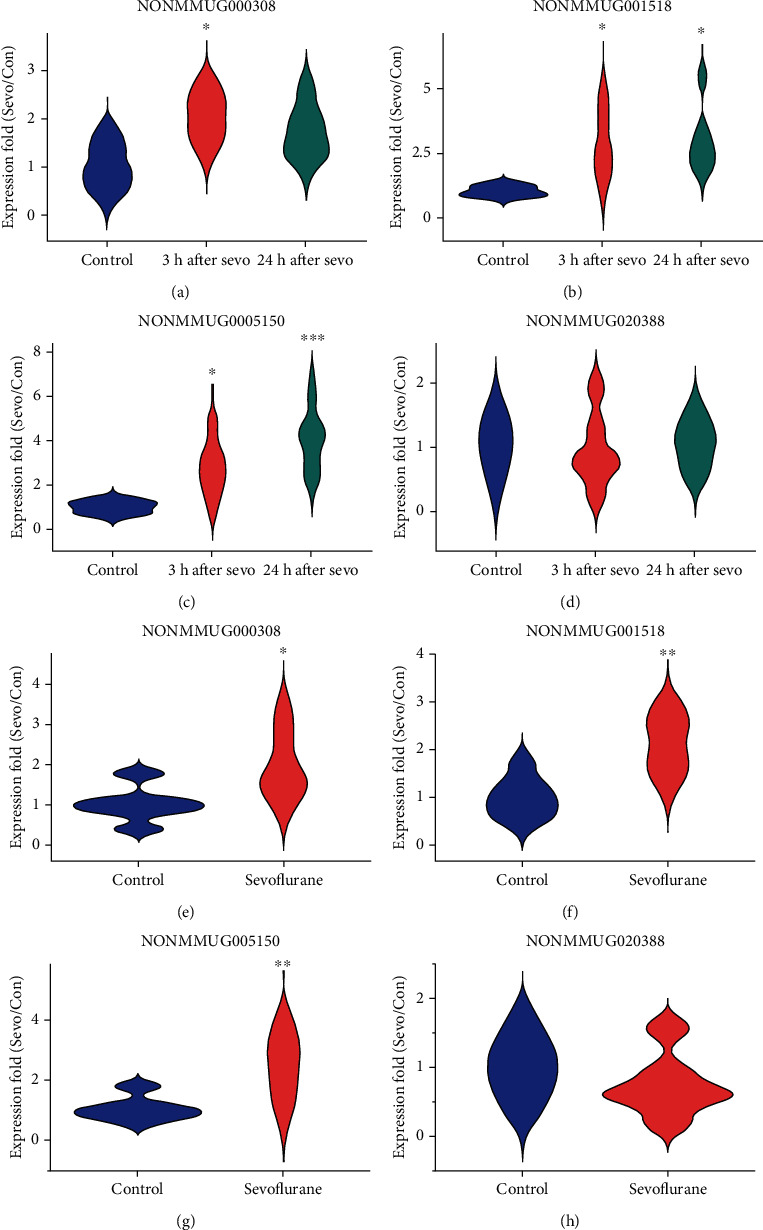
qPCR validation for differentially expressed lncRNA NONMMUG000308, NONMMUG001518, NONMMUG005150, and NONMMUG020388 in vivo (a–d) and in vitro (e–h). Gene expression was normalized and calculated using the 2^-*ΔΔ*Ct^ method. *n* = 6, ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001 indicated differentiated samples compared with control condition.

**Figure 4:**
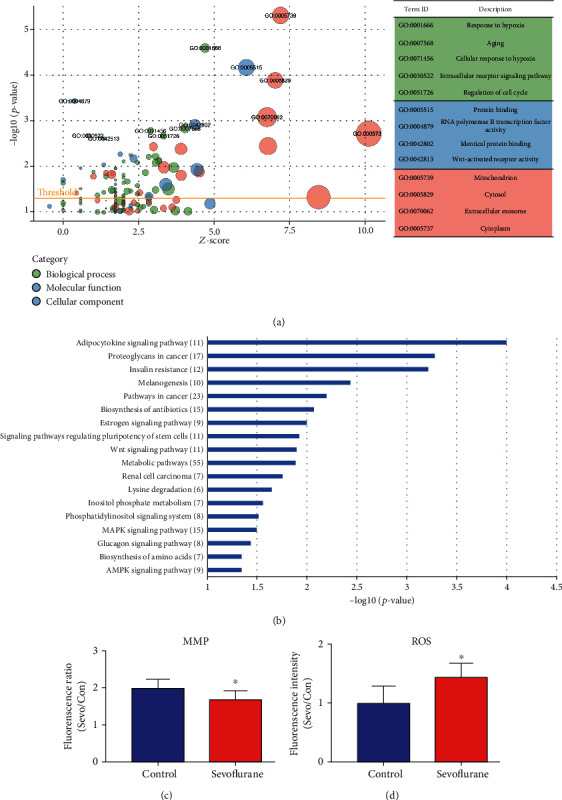
(a) Bubble plot of GO analysis of differentially expressed genes after sevoflurane anesthesia using the DAVID database. *y*-axis: the negative logarithm of *p* value. *x*-axis: *z* score of GO terms. The green, blue, and red bubbles indicate biological process, molecular function, and cellular component. *Z* score = (up − down)/√count. Up is the number of assigned genes upregulated (log2 (FC) > 0) in the data, and down is those downregulated (log2 (FC) < 0). (b) KEGG enrichment analysis of differentially expressed genes. *y*-axis: KEGG term descriptions. The numbers of differentiated genes enriched in each KEGG term were displayed in brackets. *x*-axis: the negative logarithm of *p* value of different KEGG terms. (c) MMP levels decreased after sevoflurane anesthesia, indicated by the ratio of red fluorescence to green fluorescence. (d) ROS levels increased after sevoflurane anesthesia, indicated by increased fluorescence intensity. ^∗^*p* < 0.05 indicated differentiated samples compared with the control condition.

**Figure 5:**
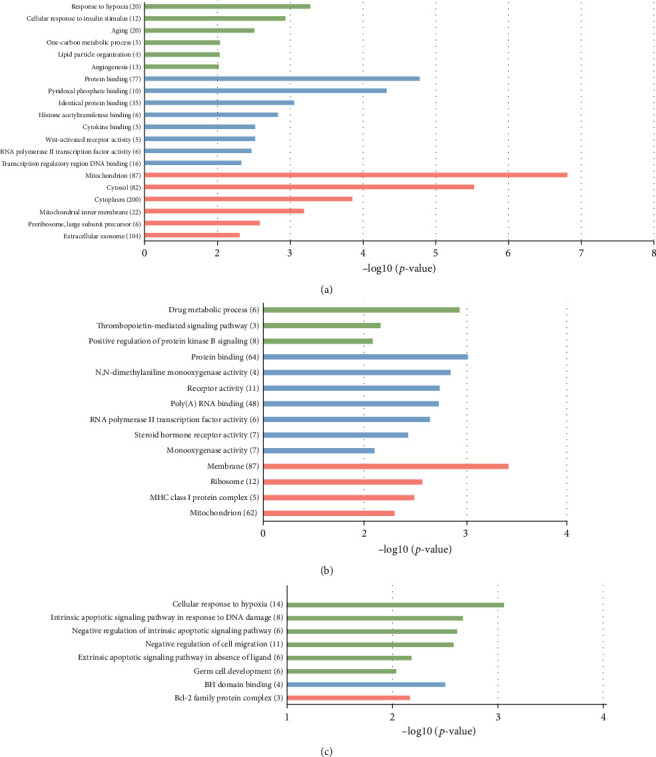
GO analysis of potential target genes of differentially expressed lncRNA NONMMUG000308 (a), NONMMUG001518 (b), and NONMMUG001518 (c). *y*-axis: GO terms of biological process, cellular component, and molecular function. The green columns indicate the biological process, the blue columns indicate molecular function, and the red columns indicate cellular component. The numbers of differentiated genes enriched in each term were displayed in brackets. *x*-axis: the negative logarithm of *p* value.

**Figure 6:**
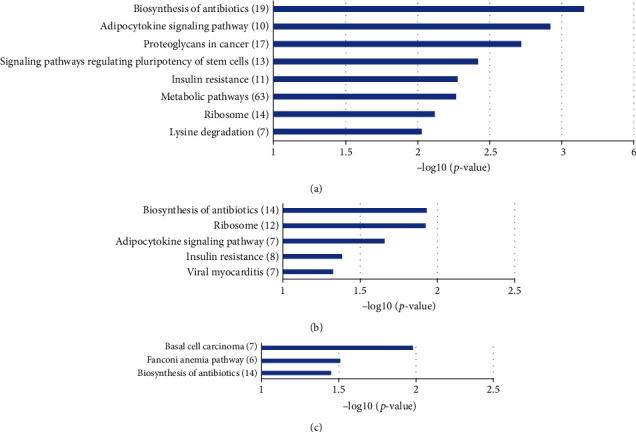
KEGG enrichment analysis of potential target genes of differentially expressed lncRNA NONMMUG000308 (a), NONMMUG001518 (b), and NONMMUG001518 (c). *y*-axis: KEGG terms descriptions. The numbers of differentiated genes enriched in each KEGG term were displayed in brackets. *x*-axis: the negative logarithm of *p* value of different KEGG terms.

**Figure 7:**
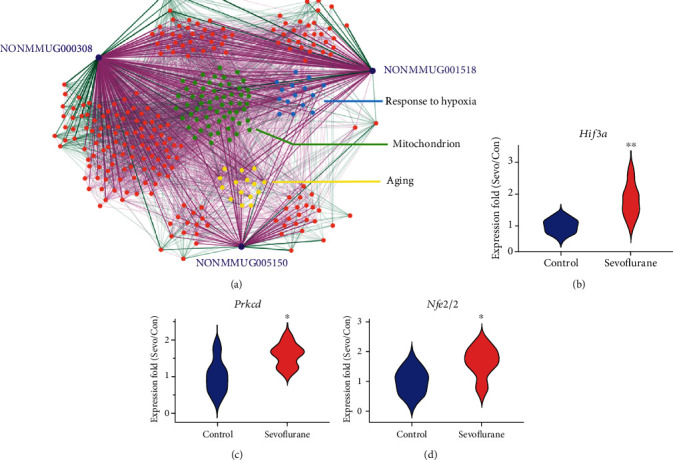
(a) LncRNA-mRNA coexpression network in the aged hippocampus after sevoflurane anesthesia. The purple nodes represent lncRNAs. The blue, green, yellow, and orange nodes represent gene-annotated GO terms response to hypoxia, mitochondrion, aging, and others. Coexpression pairs of lncRNA-mRNA whose Pearson correlation coefficient (PCC) > 0.85 and mRNA-mRNA pairs whose PCC > 0.95 were connected by straight lines. Positive correlations are shown in red lines, and negative correlations in green lines. Lower transparency of edges means higher PCC. qPCR validation for representative differentially expressed genes (b) *Hif3a* from term hypoxia, (c) *Prkcd* from term mitochondrion, and (d) *Nfe2l2* from term aging. *n* = 6, ^∗^*p* < 0.05, and ^∗∗^*p* < 0.01 indicated differentiated samples compared with the control condition.

## Data Availability

The data of this study are openly available in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo, with reference number GSE139220.

How the deposited data were processed for this re-analysis (not part of the article)

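Hippocampal RNA of 3 sevoflurane-treated and 3 control rats was measured on 6 one-colour Clariom D Pico arrays, and samples were assigned to groups by the submitters' labels and the paper. The authors deposited 1 normalized log2 value per probe set and array. Their processing notes name Affymetrix Expression Console 1.4.1, RMA and MAS5 with no role for each, and the paper names its software as Expression Console and Transcriptome Analysis Console. The log2 scale was checked from the range of the values. A normalization that brings the arrays to one distribution can hide a shift shared by most transcripts, and the deposited values still differ in spread, with a standard deviation of 1.85 on sevoflurane replicate 1 and of 1.93 to 2.03 on the other arrays. No pair of arrays held identical values, and 0 columns of the file belong to no sample.

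From these values, 1738 control probe sets were left out and the other 68842 were tested without a filter on level. Symbols came from the platform's annotation and were matched to RefSeq genes by gene ID for 22077 probe sets and by symbol for 1227, while 142 were not matched and 1 symbol was updated. Probe sets naming several genes were not used for a gene, and where several named 1 gene the one with the highest mean level stood for it in lists and pairs, which gave 22093 genes. The 4 lncRNAs were found by the probe set IDs that the paper's methods pair with them. No genome sequence was used, and no position other than the paper's is printed.

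Groups were compared with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, and p was adjusted by the Benjamini-Hochberg procedure. An exact permutation test was run for each single named gene, and with 3 arrays against 3 it cannot go below 0.1. The thresholds were the paper's, p of 0.05, a fold change of 1.5 and a correlation coefficient of 0.85. The methods' one-way ANOVA was run as an alternative. In the paper's text p is said to be adjusted, and whether its counts used the adjusted p is not stated there. On the deposited values the methods' one-way ANOVA left 0 probe sets after adjustment (smallest adjusted p = 0.616) and 667 protein-coding ones at an unadjusted p under 0.05. By that test, counts as large as the paper's thus did not arise after adjustment. The 43 gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation, and with fry, which tests whether the genes of a list move one way on balance and does not compare them with other genes. Fry gave 3 lists an adjusted p under 0.05, the study's hypoxia and aging genes at 0.00126 each and the glucocorticoid-responsive genes at 0.0424. The 43 lists include the study's hypoxia and aging lists, chosen on these samples, which had the smallest fry p. The adjusted fry p of the glucocorticoid-responsive genes (unadjusted p = 0.00296) is therefore smaller than it would be without them. So is their adjusted p of 0.0873 from camera at an estimated correlation. No adjustment without the study's lists was run.

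The genes named were the 4 lncRNAs, the genes the paper names, the 10 largest differences in each direction among single-gene probe sets above the median level of 5.61 with an unadjusted p under 0.05 and no overlap between groups (184 higher and 31 lower were eligible), and up to 4 members with the smallest p in each list. The paper's text had been read when this rule was written. Pairs between a lncRNA and a protein-coding gene were counted over the 6 arrays among coding genes with an unadjusted p under 0.05. Individual correlation coefficients are not given, because the choice of genes by a group difference puts the arrays in 2 clusters.

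The test was tried on simulated data for the comparison of sevoflurane with control, with 200 of 68842 probe sets changed. After adjustment limma recovered 2%, 60%, 94% and 100% of 50 probe sets changed by 0.5, 1, 2 and 3 on the log2 scale, with 4 false calls. A simulated shift of 0.5 in 1 list was recovered by camera at the preset correlation (adjusted p = 2.5e-31) and 0 other lists were called. Each probe set was simulated independently of the others, so this cannot show how often correlated genes give false list calls. In the measured data the estimated correlation was 0.513 for the thalamus and habenula list and 0.661 for the microglia list. Array weights could not be fitted by limma's default method, which did not converge, so its gene-by-gene method was used. The other alternatives were another variance prior, quantile normalization, centring on the median, a filter on dim probe sets, the replicate number as a block, each array left out in turn, the mean of probe sets per gene, and other settings for pairs. Figures were drawn with matplotlib 3.10.9 and tables made with pandas 2.3.3 in Python 3.11.15.

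GO and KEGG enrichment and the genomic classes of lncRNAs were not analysed here, and the quantitative PCR, cell culture, mitochondrial membrane potential and reactive oxygen species experiments were not analysed here either.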

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

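The tests of astrocyte and endothelial markers, together and apart, the fits without members shared with the study or with cell marker lists, the comparison with probe sets nearest in p, the comparison of the thalamus and habenula markers with other gene lists and the percentiles of pairs without each array were chosen only after the results were seen.

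Of the glucocorticoid-responsive genes, which the paper does not discuss as a group, 20 of 33 passed when adjusted over the list alone, and 24 were higher on each sevoflurane array than on each control array. Sevoflurane replicate 1, the array that stood apart, is argued against as the whole source, since the list's median log2 fold change was 0.486 without it (bootstrap interval 0.3 to 0.665). Intervals in this part resample list members, which are not independent replicates, so they do not measure the spread between rats. Above its control mean, the list's mean was 0.476 and 0.574 on sevoflurane replicates 2 and 3, against -0.048, 0.00277 and 0.0453 on the control arrays. More astrocytes or endothelial cells are also argued against as its full source, since outside the list the astrocyte markers had a median of 0.132 (interval 0.0551 to 0.161), the endothelial markers, which went both ways, of -0.00857 (interval -0.109 to 0.117) and both together of 0.0551 (interval -0.00695 to 0.132), below the list's 0.375. The 2 members named by the study and the 3 in a cell marker list do not carry it, since 29 members without them had a median of 0.372, 18 of them higher at an unadjusted p under 0.05 (camera adjusted p = 1.51e-29, adjusted p = 0.11 with an estimated correlation). An effect of sevoflurane stays open as a hypothesis that may account for the shift, and so do differences in handling stress, for which no measurement was used here.

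Of the thalamus and habenula markers, 7 of 21 passed when adjusted over the list alone, outside the genes the paper discusses except for Prkcd. Sevoflurane replicate 1 alone is argued against, with a median of 0.272 without it (interval over list members 0.151 to 0.703) against 0.289 in all. Without sevoflurane replicate 2, the array with the highest mean of the list, the median was 0.186. After group means were removed, the members still varied together, with a mean pairwise correlation across arrays of 0.513, at percentile 100 of 1000 lists matched on level, but 30 of 40 other gene lists also lay above the 95th percentile of those lists (0.0859) and 4 had a higher correlation, so this does not single out a share of thalamic tissue. A share of thalamic tissue that may have differed between dissections and an effect of sevoflurane on these genes in the hippocampus, Prkcd included, therefore cannot be told apart here. Of the 21 members 2 are in another list, Cplx1, Adarb1 and Rora, the members with the highest array signal, which does not rank transcripts of different probe sets by abundance, had log2 fold changes of 0.02, 0.21 and 0.40, and without Prkcd the median was 0.274, with 7 higher at an unadjusted p under 0.05 and an adjusted p = 4.65e-13 from camera (adjusted p = 0.365 with an estimated correlation, with Prkcd and without it).

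The pairs of the 3 lncRNAs with coding genes were weighed as a pattern because both sides were chosen for a group difference. NONMMUG000308, with 141 pairs, lay at percentile 98.1 of 823 other noncoding probe sets with such a difference. It lay at 96.1, 98.4 and 97.8 without control replicates 1, 2 and 3, and at 77.8, 94.2 and 88.7 without sevoflurane replicates 1, 2 and 3. NONMMUG005150 moved from 41.1 to 99.9 without sevoflurane replicate 3. Against the 100 noncoding probe sets nearest to it in p, NONMMUG000308 lay at percentile 97, on the edge of their central 95% (36.4 to 141), and NONMMUG001518 and NONMMUG005150 at percentiles 49 and 14. Whether a group difference alone gives as many pairs as NONMMUG000308 had stays open, since its percentile among all other noncoding probe sets moves with the array left out and its place among the nearest 100, which was not computed without single arrays, is at the edge. A regulatory relation was not tested.

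Of 19 endothelial markers, 4 passed when adjusted over the list alone, 2 higher (Mfsd2a, Plat) and 2 lower (Itm2a, Slco1c1). Plat is also a gene that the study chose on these samples.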

How the results depend on the processing

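Of the tests in this part, the count of adjusted calls in other splits of the arrays was chosen only after the result was seen. NONMMUG000308, NONMMUG001518, NONMMUG005150 and NONMMUG020388 kept their direction and an unadjusted p under 0.05 in each alternative, except that the filter on dim probe sets (above the median level) removed the first 3 and left 1, so that no pairs could be counted under it. The adjusted count of 0 held in each alternative except array weights, which gave 23. The unadjusted count of 1108 was 1735 with the methods' one-way ANOVA, 2096 with quantile normalization, 672 with the dim filter, which tests fewer probe sets, and 9566 with array weights. The coding count of 276 was 667, 481 and 2014 with the ANOVA, quantile normalization and array weights. The noncoding count of 826 was 1605 with quantile normalization, 395 with the dim filter and 7511 with array weights. The 94 probe sets over 1.5-fold were 44 with the ANOVA, 59 with the dim filter, 335 with array weights and 182 with no limit on p. The 6 study genes were 14 with the ANOVA, and 8 with the variance trend, quantile normalization, the dim filter, array weights and the mean of probe sets per gene. The 272 pairs were 781 with the ANOVA, 410 with quantile normalization, 505 with array weights, 44 at a coefficient over 0.95 and 60 with group means removed. With array weights the medians of ionotropic glutamate receptor subunits, pyramidal neuron markers and dentate granule cell markers turned to 0.00922, 0.0249 and 0.105, and so did their tests, while those of synaptic proteins and mitochondrially encoded genes turned to 0.00181 and 0.0122 with a test that stayed downward and did not pass. Of the genes named from lists, Hrk, Mlc1, Olig1, Pdgfra, Ptgds, Rpl18 and Timm8a1 did not pass with centring on the median (p from 0.0524 to 0.0904), Mag and Olig1 with the ANOVA (0.0707 and 0.0886), Cldn2 with the variance trend (0.0679) and Mag with array weights (0.0509). The cause was not tested. Array weights put 0.174 on sevoflurane replicate 1, by the gene-by-gene method because the default did not converge.

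Leaving out 1 array at a time gave 624 to 4138 for the unadjusted count (624 without control replicate 1, 627 without control replicate 3, 2321 without sevoflurane replicate 3, 4138 without sevoflurane replicate 1), 159 to 935 for the coding count (159, 170 and 173 without control replicates 1, 2 and 3, 935 without sevoflurane replicate 1), 85 to 334 over 1.5-fold (201 without control replicate 2, and 194, 204 and 334 without sevoflurane replicates 1, 2 and 3) and 172 to 1122 pairs (172 without control replicate 1, 1122 and 464 without sevoflurane replicates 1 and 3). Without sevoflurane replicate 1, 32.2% of the unadjusted count was higher, against 53.7% in all. The dentate granule median ranged from -0.102 to 0.0326, and its test turned without sevoflurane replicate 1 (-0.00535). Medians of other lists called downward also turned with 1 array left out, while the direction of their tests did not, to 0.00675 and 0.00438 for mitochondrially encoded genes (without control and sevoflurane replicate 1), 0.00161 for pyramidal neuron markers (without control replicate 1), 0.000467 for immediate early genes (without control replicate 3) and 0.00142 and 0.0271 for blood cell markers (without control replicate 2 and sevoflurane replicate 3). That of cytosolic ribosomal proteins ranged from 0.00381 to 0.14, and its test turned without sevoflurane replicate 3. That of respiratory chain subunits ranged from -0.00128 without sevoflurane replicate 3, where its test turned and passed, to 0.0865 without sevoflurane replicate 1. Single genes and lists under the alternatives were labelled by whether their test passed, not by the size of the value. By these labels 2590 kept their call, 164 no longer passed, 154 newly passed and 6 were reversed. Turns in direction where neither test passed count as kept. Values with a kept call could still move either way. The log2 fold change of C3 went from 0.98 to 0.48 without sevoflurane replicate 3, and that of Egr1 from -0.40 to -0.61 with array weights.

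The replicate block gave 490 probe sets, 145 coding and 343 noncoding ones, and 130 pairs. Agtrap, Arc, Spag6l, Hbb-bs and Egr1 did not pass under it (p from 0.0545 to 0.0665 from limma). Of the genes named from lists, Aldoc, Bag3, Cldn2, Fzd2, Fzd8, Gadd45a, Hrk, Mal, Mlc1, Nr4a3, Pdgfra, Ptgds, Rpl18 and Timm8a1 did not pass either (p from 0.0533 to 0.141). The numbers are only shared numbers, since deviations from the group means correlated at -0.585, -0.288 and 0.0263 within numbers 1, 2 and 3, and 0 control arrays correlated best with their own number. No alternative shifted the median of all probe sets by more than 0.1 on the log2 scale. A pseudocount or linear scale was not run because the values are log2.

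With 10 splits of the arrays into 3 and 3, a share under 0.05 cannot be reached. The real split and the highest of the others gave 1108 and 17062 probe sets at an unadjusted p under 0.05, 276 and 4764 coding ones, 94 and 438 over 1.5-fold, and 20 and 20 gene lists, with as many or more from 7, 5, 7 and 2 of the 10 splits. After adjustment they gave 0 and 4, and since no split can give fewer than 0, all 10 count there and that count tests nothing. The split with 17062 sets control replicate 1 and sevoflurane replicates 2 and 3 apart from the rest, so the arrays differ by more than the treatment. In that order these 3 arrays had the largest standard deviations, 2.03, 1.98 and 2.01, and the lowest background medians, 3.46, 3.58 and 3.52. The other arrays were at 1.85 to 1.96 and at 3.68 to 3.96. Whether the split reflects signal spread and background or the samples themselves was not tested. Signal over background limits NONMMUG000308 and NONMMUG001518, below the background median on 6 of 6 arrays, and NONMMUG005150, below it on the 3 control arrays. Levels of these 3 taken relative to the background median of each array did not overlap between the groups either. The array values alone do not settle whether the differences are the transcripts' own. The paper's quantitative PCR, not analysed here, reported significant rises of these 3 at 3 h after anesthesia and in cultured cells. It reported no significant change of NONMMUG020388.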

Differences from the paper's values

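The counts are set beside the paper's at its p of 0.05, taken as unadjusted here. Of protein-coding genes, limma gave 276 probe sets and the paper 772 genes, with 236 higher against the paper's 608 and 40 lower against the paper's 164. Within 1.5 times of the paper were the methods' one-way ANOVA, with 667, 547 and 120, and for the first 2 counts the fit without sevoflurane replicate 1, with 935 and 619. The other alternatives set before the data were examined were not, at 145 to 2014 in all.

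Noncoding probe sets, a wider group than the paper's lncRNAs, numbered 826 against the paper's 514, with 356 higher against the paper's 232 and 470 lower against the paper's 282. Of the alternatives set before the data were examined, those within 1.5 times were the filter on dim probe sets (395), the replicate block (343) and the fits without control replicate 1 (463) and 3 (452) for all of them, the variance trend (312), the replicate block (166) and the fits without control replicate 1 (169) and 3 (225) for those higher, and the dim filter (310) and the fits without control replicate 1 (294), control replicate 3 (227) and sevoflurane replicate 2 (400) for those lower. The ANOVA gave 1054, 437 and 617, and the rest were not within 1.5 times either.

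Negative pairs numbered 33 against the paper's 53. They came within 1.5 times with the variance trend (38), quantile normalization (63), array weights (71) and without control replicate 1 (41), sevoflurane replicate 2 (42) or sevoflurane replicate 3 (73), and not in the others, the ANOVA (119) among them. NONMMUG000308 had 141 pairs against the paper's 224, 128 with higher genes against the paper's 193 and 13 with lower genes against the paper's 31. Within 1.5 times of the 224 were the variance trend (162), quantile normalization (150), array weights (259) and the fit without sevoflurane replicate 3 (156), of the 193 the variance trend (147), median centring (131), array weights (224) and the fits without sevoflurane replicate 2 (130) or 3 (138), and of the 31 quantile normalization (25), array weights (35) and the fit without control replicate 1 (24). The ANOVA gave 423, 362 and 61, and the other alternatives were outside as well. NONMMUG001518 had 9 pairs with lower genes against the paper's 14, and was within 1.5 times with quantile normalization (21), median centring (11), array weights (12) and without sevoflurane replicate 2 (15), but not in the others.

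The paper names 4 lncRNAs as past a 1.5-fold change. NONMMUG000308 and NONMMUG001518 lay below the median of the background control probe sets on all 6 arrays and NONMMUG005150 on the 3 control arrays. The true size of these 3 differences therefore cannot be placed on either side of 1.5-fold here under any setting. The direction of their deposited values is the paper's. NONMMUG020388, above background, was at a size of 1.38-fold, in the paper's direction, and over 1.5-fold without sevoflurane replicate 3 (-0.59 on the log2 scale). By the paper's quantitative PCR, not analysed here, the other 3 rose significantly and NONMMUG020388 did not change significantly. At that fold and p, 53 noncoding probe sets were left, a count on the deposited values without a limit on background. NONMMUG000308 and NONMMUG001518 are among them. Of the 14 genes that the paper names as targets, 6 had an unadjusted p under 0.05 from limma and 14 under the methods' one-way ANOVA, while 8 had it with the variance trend, quantile normalization and the filter on dim probe sets (Tgfbr3 and Nfe2l2 added), with array weights (Tgfbr3 and Atg5 added) and with the mean of probe sets per gene, and Tgfbr3 had it without sevoflurane replicate 1. The paper screens for genes paired with at least 2 lncRNAs, and the 11 genes checked here, those it names under hypoxia and aging and Oxa1l, were, while the other genes of its screen were not checked. The paper names Mthfd1l, Akt1 and Atg5 as possible targets too, and Akt1 passed the correlation threshold with none of the 3 lncRNAs.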

Other observations

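Gene groups that the text has not described ran in small steps. Of 28 synaptic proteins, 24 had a negative log2 fold change and none passed limma's test, with Syn1 at -0.20 and Nlgn2 at -0.20 (camera adjusted p = 1.47e-05, adjusted p = 0.365 with an estimated correlation, 0.258 by the preset one without sevoflurane replicate 1). None of 15 ionotropic glutamate receptor subunits (median -0.07, camera adjusted p = 0.00225, adjusted p = 0.365 with an estimated correlation), none of 14 pyramidal neuron markers (camera adjusted p = 0.000704, adjusted p = 0.384 with an estimated correlation) and none of 13 dentate granule cell markers (camera adjusted p = 0.048, adjusted p = 0.64 with an estimated correlation) passed limma's test. At the preset correlation these 3 lists had adjusted p of 0.0557, 0.138 and 0.643 without control replicate 1 and of 0.75, 0.491 and 0.711 without sevoflurane replicate 1, and the dentate list of 0.256 without sevoflurane replicate 3. Quantile normalization gave the synaptic, pyramidal and dentate lists adjusted p of 0.346, 0.161 and 0.111 and moved the synaptic median from -0.0472 to -0.0166. Array weights gave the synaptic, glutamate receptor and pyramidal lists 0.719, 0.899 and 0.719 and turned the dentate list upward (0.0375), which was at 0.0897 with the methods' one-way ANOVA and 0.0762 with centring on the median. None of 13 GABA-A receptor subunits, on which sevoflurane acts, passed (camera adjusted p = 0.872), nor did any of 11 two-pore potassium and HCN channels (camera adjusted p = 0.622), 16 interneuron markers (camera adjusted p = 0.128), 11 striatum markers (camera adjusted p = 0.942), 23 amyloid and tau genes (camera adjusted p = 0.449), 31 inflammatory and NF-kB genes (camera adjusted p = 0.109) or 11 reference genes (camera adjusted p = 0.327). Other fits called some of these lists at the preset correlation, the interneuron markers downward without control replicate 1 (0.0473) and sevoflurane replicate 3 (0.0335), the amyloid and tau genes downward without sevoflurane replicate 2 (0.0104), the inflammatory genes upward without control replicate 2 (0.0325), the GABA-A receptor subunits upward with array weights (0.047) and the reference genes upward with quantile normalization (0.00673), with array weights (0.00914) and without sevoflurane replicate 1 (0.00203). With an estimated correlation the adjusted p of these fits was between 0.296 and 0.814. Actb, the study's PCR reference, had a log2 fold change of 0.02 (standard error 0.106).

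Of 15 astrocyte markers, Gjb6, Aldoc at 0.30 and Mlc1 at 0.27 were higher at an unadjusted p under 0.05 (camera adjusted p = 1.59e-06, adjusted p = 0.347 with an estimated correlation). Of 17 microglia markers, 16 had a positive log2 fold change and C1qc was higher at 0.50 (camera adjusted p = 1.47e-05, adjusted p = 0.526 with an estimated correlation), with 0.42 at the preset correlation without sevoflurane replicate 3 and 0.0551 with array weights. Their mean above controls was 0.852 on sevoflurane replicate 3 and 0.0912 and 0.0525 on replicates 1 and 2. Of 17 oligodendrocyte markers, 4 were higher, among them Mag at 0.39, Mal at 0.27 and Olig1 at 0.39, and Opalin was lower (camera adjusted p = 0.00445, adjusted p = 0.497 with an estimated correlation, 0.234 and 0.316 by the preset one without control and sevoflurane replicate 2). Pdgfra, at 0.27, was higher among 8 precursor markers (camera adjusted p = 0.00804, adjusted p = 0.365 with an estimated correlation, 0.154, 0.067 and 0.0841 by the preset one without control replicate 2, sevoflurane replicate 2 and sevoflurane replicate 3, and 0.0737 with array weights). Of 17 blood cell markers, Hba-a3 and Hbb-bs were lower, the latter at -0.43 for the probe set that stood for it (camera adjusted p = 1.47e-05, adjusted p = 0.365 with an estimated correlation). Ptgds, at 0.24, was higher among 17 mural cell and fibroblast markers (camera adjusted p = 0.988) and Cldn2, at 0.24, among 16 choroid plexus and ependymal markers (camera adjusted p = 0.47, and 0.0136 and 0.0131, upward, without control replicate 1 and sevoflurane replicate 3, adjusted p of 0.653 and 0.671 with an estimated correlation). With 1 array left out, Cldn2 passed in none of the fits (p from 0.0586 to 0.142) and Pdgfra only without sevoflurane replicate 1 (other p from 0.0617 to 0.109). Mlc1, Mag and Olig1 did not pass without control or sevoflurane replicates 2 (p from 0.0687 to 0.12), control replicate 1 (0.116, 0.114 and 0.0981) or sevoflurane replicate 3 (0.06, 0.0653 and 0.107), Ptgds without any 1 of the control replicates or sevoflurane replicate 2 (0.0989 to 0.126), Mal without control replicates 2 and 3 or sevoflurane replicate 2 (0.0809 to 0.103) and Aldoc without control replicates 1 and 2 (0.0627 and 0.0962). The log2 fold change of Mag was 0.26 without control replicate 1, that of Aldoc 0.47 with quantile normalization and that of C1qc 0.31 with array weights. Of 22 heat shock genes, Cryab was higher at 0.52 and Bag3 at 0.33 (camera adjusted p = 0.0582). At the preset correlation that list passed upward with the ANOVA (0.0388), quantile normalization (0.0072), the filter on dim probe sets (0.0145) and array weights (9.77e-05) and without control replicate 1 (0.0044) or sevoflurane replicate 1 (8.34e-05), with an adjusted p between 0.173 and 0.513 in the limma fits among these with an estimated correlation. Rora was the 1 of 22 clock genes that was higher (camera adjusted p = 0.642), and none of 25 genes of the unfolded protein and integrated stress response passed (camera adjusted p = 0.0269, adjusted p = 0.526 with an estimated correlation, 0.306, 0.558 and 0.592 by the preset one without control replicate 2, sevoflurane replicate 2 and sevoflurane replicate 3, and 0.0698 with centring on the median).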
